# Dual-Specificity Phosphatase 4 Regulates STAT5 Protein Stability and Helper T Cell Polarization*

**DOI:** 10.1371/journal.pone.0145880

**Published:** 2015-12-28

**Authors:** Wan-Yi Hsiao, Yu-Chun Lin, Fang-Hsuean Liao, Yi-Chiao Chan, Ching-Yu Huang

## Abstract

Immune responses are critically regulated by the functions of CD4 helper T cells. Based on their secreted cytokines, helper T cells are further categorized into different subsets like Treg or Th17 cells, which suppress or promote inflammatory responses, respectively. Signals from IL-2 activate the transcription factor STAT5 to promote Treg but suppress Th17 cell differentiation. Our previous results found that the deficiency of a dual-specificity phosphatase, DUSP4, induced STAT5 hyper-activation, enhanced IL-2 signaling, and increased T cell proliferation. In this report, we examined the effects of DUSP4 deficiency on helper T cell differentiation and STAT5 regulation. Our *in vivo* data showed that DUSP4 mice were more resistant to the induction of autoimmune encephalitis, while *in vitro* differentiations revealed enhanced iTreg and reduced Th17 polarization in DUSP4-deficient T cells. To study the cause of this altered helper T cell polarization, we performed luciferase reporter assays and confirmed that, as predicted by our previous report, DUSP4 over-expression suppressed the transcription factor activity of STAT5. Surprisingly, we also found that DUSP4-deficient T but not B cells exhibited elevated STAT5 protein levels, and over-expressed DUSP4 destabilized STAT5 *in vitro*; moreover, this destabilization required the phosphatase activity of DUSP4, and was insensitive to MG132 treatment. Finally, domain-mapping results showed that both the substrate-interacting and the phosphatase domains of DUSP4 were required for its optimal interaction with STAT5, while the coiled-coil domain of STAT5 appeared to hinder this interaction. Our data thus provide the first genetic evidence that DUSP4 is important for helper T cell development. In addition, they also help uncover the novel, DUSP4-mediated regulation of STAT5 protein stability.

## Introduction

Dual-specificity phosphatases (DUSPs) are named for their ability to dephosphorylate both serine/threonine and tyrosine residues of their substrates [1]. Four DUSPs, DUSP1, -2, -4 and -5, share similar structures and nuclear localization [2, 3]. Within these nuclear DUSPs, DUSP4 is reported to dephosphorylate ERK and JNK in cell lines [4, 5], and is often referred to as MAP kinase phosphatase 2/MKP2. Structurally, DUSP4 contains an N-terminal kinase-interacting motif (KIM), a C-terminal phosphatase domain, and two nuclear localization signals that are redundant for transporting DUSP4 into the nucleus [6]. The expression of DUSP4 is tightly controlled both transcriptionally and post-translationally: DUSP4 transcription is rapidly induced by MAPK following mitogenic stimulation [5] or the activation of transcription factors p53 and HoxA10 [7, 8], while DUSP4’s short half-life of ~1/2 hr implies a stringent protein stability regulation [9]. Functionally, DUSP4 has been implicated in playing a role in replicative senescence [9], glucocorticoid response [10], and oxidative stress response [11]. The analyses of DUSP4-deficient mice further show that DUSP4 is important for TGFβ-induced apoptosis [12], inflammatory cytokine secretion, susceptibility to sepsis shock [13], and resistance to *Leishmania mexicana* infection [14]. Finally, our previous results show that DUSP4 dephosphorylates STAT5 to negatively regulate IL-2 signaling and CD4 T cell proliferation [15], while a recent report suggests that age-related DUSP4 expression impairs T-dependent B cell responses [16].

CD4 helper T (Th) cells normally polarize into different subsets such as Th1, Th2, Th17 and Treg, with each subset carrying unique distributions and immune regulatory functions. This polarization process is controlled by cytokine signaling, and is mediated through the functions of “master transcription factors” [17]. In this regard, IL-2 is essential for the differentiation and maintenance of Treg cells that are governed by the transcriptional repressor FOXP3 [18, 19], while Th17 differentiation, overseen by Rorγt/Rorα, is inhibited by IL-2 [20]. These various Th subsets play important roles in mediating the protective immunity for the host, such that Th1 promotes inflammation, Th2 facilitates the production of antibodies, Treg suppresses unwanted immune responses, and Th17 conveys protections from fungi and bacteria [17]. However, hinging on their broad immune-regulatory functions, imbalanced Th cell activities are considered to be the source of many autoimmune disorders [17]. Along this line, Treg, Th17, and, more recently, Th1 cells have been shown to participate in the pathogenesis of neuron demyelination in experimental autoimmune encephalitis (EAE), a mouse model for human multiple sclerosis [21–23].

Prior to its identification as a helper T cell polarization factor, IL-2 is reported to function through autocrine and paracrine to amplify and sustain the proliferation of T cells following their activations [24]. Resting T cells express the intermediate-affinity IL-2 receptor (IL-2R) IL-2Rβγ complex. After IL-2 activates the IL-2Rβγ complex and subsequently JAK1/JAK3 tyrosine kinases, the transcription factor STAT5 is phosphorylated, dimerized, and transported into the nucleus. Recent studies suggest that phosphorylated STATs forms a parallel dimer via a trans-interaction between the Y694 residue and the c-terminal SH2 domain [25]; this specific dimer configuration then facilitates the nuclear import and DNA-binding of STAT5 so that down-stream transcriptional activations can occur (reviewed in [26, 27]). Together with other transcription factors such as NFAT and NFκB, STAT5 induces the expression of CD25, or IL-2Rα subunit, to form the high-affinity IL-2Rαβγ and further amplify IL-2 signaling through positive feedback regulations (reviewed in [24]). In addition to IL-2, STAT5 can also be activated by IL-7, GM-CSF [28], and a cohort of other cytokines [29] to induce a broad spectrum of genes involved in immune regulations. Recent reports show that STAT5 is required for the optimal induction [30] or homeostasis [31] of Treg cells. Moreover, STAT5 can also crosstalk with STAT3 to coordinate the polarization of Treg and Th17 cells (reviewed in [29]). The regulation of STAT5 is thus pivotal for mediating proper helper T cells responses.

The activation of STAT5 depends on the phosphorylation of Y694, as Y694F mutations abrogate its transcription activity [32]. Several serine residues are also phosphorylated on activated STAT5 [33, 34], but they do not appear to be essential for IL-2-mediated T cell proliferation [34]. While the phosphorylation and activation of STAT5 by JAK1 and JAK3 kinases is clear, the mechanism for inactivating STAT5 is not completely understood. Two phosphatases, DUSP4 [15] and SHP-2 [35], have been reported to dephosphorylate STAT5 and down-regulate its transcription activity; yet several other phosphatases, including SHP-1, DUSP3/VHR and PTP1B, have also been implicated [36–38]. In addition, the activity of STAT5 can likewise be regulated by its nuclear shuttling [39, 40] or degradation [41–43]; however, the mediators behind these regulations remain elusive.

In this report, we extended from our previous study [15] to further investigate how DUSP4 may regulate the activity of STAT5. By charactering primary DUSP4^-/-^ T cells and HEK-293 cells with exogenous expression of DUSP4, our analyses showed that DUSP4, besides dephosphorylating STAT5, may also down-regulate STAT5 to modulate its activity. Furthermore, we also investigated the *in vivo* consequences of STAT5 hyper-activation in DUSP4^-/-^ T cells in the context of helper T cell differentiation and autoimmune regulation. Our results suggest that Treg/Th17 polarization and susceptible to EAE induction were both regulated by DUSP4.

## Materials and Methods

### Ethics statement

No human subject was involved in this study. The use of animals was carried out according to the guidelines set forth by the Institutional Animal Care and Use Committee of the National Health Research Institutes under the approved protocol numbers NHRI-IACUC-100147-A and NHRI-IACUC-103112-A Mice were housed in the specific-pathogen-free facility at the National Health Research Institutes. Cares were taken to provide optimal housing for the animals, and euthanasia was practiced to minimize the pain of the animals in all experiments.

### Mice

FOXP3-GFP (kindly provided by Dr. Alexander Rudensky at the Memorial Sloan Kettering Cancer Center) [44] and DUSP4^-/-^ [15] mice have been described. DUSP4^-/-^:FOXP3-GFP^+^ mice were generated by cross-breeding. C57Bl/6 mice were obtained from the National Laboratory Animal Center, Taiwan. All mice were back-crossed to C57Bl/6 mice for more than ten generations prior to analyses. Animals were housed in the specific pathogen-free facility at the Laboratory Animal Center of the National Health Research Institutes (NHRI). All animal experimental procedures were preapproved by the NHRI’s Institutional Animal Care and Use Committee.

### Genotyping PCR, two-template PCR and quantitative-PCR (qPCR)

Genotyping PCR for the DUSP4 knockout and FOXP3-GFP alleles was performed using extracted tail DNA with Phire polymerase (Thermo Scientific). PCR for generating the WT or mutant DUSP4 and STAT5 constructs, as well as ametrine, GFP and tdTomato inserts, was performed with Phusion high-fidelity polymerase (Thermo Scientific) according to the supplier’s suggestions; for secondary PCR in two-template PCR, 1 ng of primary PCR products extracted with illustra Gel Purification kit (GE Healthcare) was used as the template. All PCR reactions were carried out on Mastercycler S (Eppendorf). Phire PCR cycling conditions were: initial denaturing at 98°C for 2 m, followed by 28 cycles of denaturing temperature at 98°C for 30 s, annealing temperature at 62°C for 30 s, and extension temperature at 72°C for 30 s; the program then ended with a single step of 72°C for 5 m. Phusion PCR cycling conditions were: initial denaturing at 98°C for 2 m, followed by various cycles (S1 Table) of denaturing temperature at 98°C for 30 s, primer-specific annealing temperature (S1 Table) for 30 s, and extension temperature at 72°C for 30 s; the program then ended with a single step of 72°C for 5 m. For RT-qPCR, RNA was extracted with Trizol (Invitrogen) and cDNA was synthesized with First Strand cDNA Synthesis Kit (Thermo Scientific) following the manufacturers’ protocol. qPCR reactions were performed with Luminaris Color HiGreen High ROX qPCR Master Mix (Thermo Scientific) on Realplex4 with Mastercycler ep realplex software (Eppendorf). qPCR PCR cycling conditions were: initial denaturing at 95°C for 10 m, followed by 40 cycles of denaturing temperature at 95°C for 20 s, annealing temperature at 55°C for 30 s, and extension temperature at 72°C for 30 s. All primer sequences, annealing temperatures, and cycle numbers can be found in S1 Table.

### Plasmids constructions and transfections

Mouse STAT5a and DUSP4 coding sequences were amplified from C57Bl/6 splenic cDNA and cloned into the TrueORF pCMV6-AC-DDK/Flag or pCMV6-AC-Myc vectors (OriGene) between the AsiSI and MluI sites. Alternative STAT5a cDNA constructs were kindly provided by Dr. Toshio Kitamura at University of Tokyo. All truncation, deletion, or point-mutation STAT5a and DUSP4 constructs, except for the STAT5-SH2 mutant, were generated via regular or two-template PCR and cloned into the respective vectors. The STAT5-SH2 deletion mutant was generated by amplifying separately the 5’ (AsiSI+EcoRV) and 3’ (EcoRV+MluI) fragments with RT-PCR, followed by a three-party ligation into AsiSI and MluI digested TrueORF pCMV6-AC-DDK. The vector containing the ametrine fluorescent protein was kindly provided by Dr. Robert E. Campbell at the University of Alberta [45] via AddGene (plasmid 18879), and was used for PCR amplification of the ametrine sequences (without the STOP codon) for cloning into the AsiSI site of pCMV6-AC-DDK-STAT5 to generate the ametrine-STAT5 fusion construct. The GFP-STAT5 fusion construct and the control tdTomato construct were similarly generated by PCR. For generating the Tet-on DUSP4 constructs, WT DUSP4 and phosphatase-dead (PD) DUSP4 sequences were lifted from the pCMV6-AC-Myc backbone via BamHI and XhoI, and ligated into BamHI+XhoI-cut pcDNA4-TO-myc-His A supplied in the T-REx system (Invitrogen). The STAT5 LHRE luciferase reporter plasmid was kindly provided by Dr. Richard J. Ross at the University of Sheffield [46]. All generated constructs were validated by sequencing. Transient and stable transfections of HEK-293/293T cells were performed with polyethylenimine (Sigma-Aldrich) following standard protocols.

### Flow cytometry

Antibodies used for flow cytometry, including CD4, CD8 and IL-17A conjugated with various fluorescent dyes, were purchased (BioLegend or BD Biosciences). Cells were stained with specific antibodies on ice for 10 m in DMEM supplemented with 2% fetal bovine serum (FBS) (BioLegend) and 0.1% NaN_3_ (Sigma-Aldrich), followed by washing and resuspending in 1X PBS with 0.1% NaN_3_ for analyses. Intracellular staining was performed with Cytofix/Cytoperm buffers (BD Biosciences) following the manufacturer’s condition. Flow cytometry results were captured on FACSCanto II (BD Biosciences), with the data analyzed by the FlowJo software (FlowJo). All FACS gating strategies and sorting results are shown in Figure A-C in S1 Fig.

### Cell sorting, culture, and the generation of tetracycline-inducible clones

Naïve CD4 T cells were purified (to ~90–95% CD4^+^ purity, within which ~80% were CD62L^+^ naïve cells and ~7% were FOXP3-GFP^+^ nTreg cells; see Figure C in S1 Fig for post-sort results) via negative selection of B220^+^, CD11b^+^, CD49b^+^, Ter119^+^, and CD8^+^ cells from RBC-lysed splenocytes using magnetic-assisted cell sorting (MACS) kits (Miltenyi Biotec) with standard protocols. Purified CD4 T cells were cultured in DMEM supplemented with 1x non-essential amino acid, 2 mM L-glutamine, 2 mM Glutamax, 1 mM sodium pyruvate, 10 mM HEPES (Invitrogen), 10% FBS, 100 U/ml penicillin, 100 mg/ml streptomycin (Biological Industries), and 125 mM 2-ME (Sigma-Aldrich). iTreg and iTh17 polarizations were performed by stimulating purified naïve CD4 T cells with 1.6 μg/ml plate-bound anti-CD3 and 1.6 μg/ml soluble anti-CD28 (BioLegend), in the presence of 5 ng/ml TGFβ (PeproTech) + 10 μg/ml anti-IL-4 (BioLegend) + 10μ g/ml anti-IFNγ (BioLegend), or 30 ng/ml IL-6 (PeproTech) + 1 ng/ml TGFβ + 10 μg/ml anti-IFNγ + 10 μg/ml anti-IL-4, respectively. HEK-293 and -293T cells were cultured in DMEM with 10% FBS, 100 U/ml penicillin and 100 mg/ml streptomycin. Tetracycline-inducible HEK-293 clones were generated by transfecting HEK-293 cells with pcDNA6-TR from the T-Rex system (Invitrogen), followed by selection in 4 μg/ml blasticidin (Invitrogen) for 7 d and subcloning by limiting dilution. Blasticidin-resistant clones were tested for tetracycline-inducibility by transient transfections of the Tet-on GFP plasmid and overnight culture with or without 2–10 μg/ml tetracycline (Sigma-Aldrich) or doxycycline (Sigma-Aldrich), followed by flow cytometry analyses for GFP induction. The tetracycline-inducible clones were then transfected with the respective Tet-on constructs, followed by selection and subcloning in the presence of 400 μg/ml Zeocin (Invitrogen). The induction of Tet-on gene expression was performed with 2–10 μg/ml tetracycline or doxycycline. For generating the 293-TO-D4-WT lines with stable expression of the GFP-STAT5 fusion reporter, 293-TO-D4-WT cells were transfected with linearized GFP-STAT5 constructs and repetitively sorted for GFP^+^ cells until GFP expression stabilized ~3 month later. Unless otherwise indicated, hIFNβ was used at 30 ng/ml, proteasome inhibitor MG132 (Calbiochem) was used at 5 μM, protein synthesis inhibitor cycloheximide (Enzo Life Sciences) was used at 100 μg/ml, and lysosome inhibitor chloroquine (Sigma-Aldrich) was used as 25 μM.

### Luciferase reporter assays

HEK-293T or tetracycline-inducible 293-TO-D4-WT/293-TO-D4-PD cells were transiently transfected with the STAT5 LHRE luciferase reporter [46], WT-STAT5, and a control tdTomato plasmid using Polyethylenimine (Sigma-Aldrich) with standard protocols; cells were either co-transfected with DUSP4 constructs, or cultured in the presence of 2 μg/ml tetracycline or doxycycline overnight to induce DUSP4 expression. On the following day, 50 ng/ml human IFNβ (hIFNβ) (PeproTech) was added to the culture to activate STAT5-mediated luciferase transcription overnight. The luciferase activity was measured on the next day using the Neolite luciferase reporter assay system (Perkin-Elmer) on Luminometer TD 20/20 (Turner Designs) following the manufacturer’s protocol. A small fraction of the transfected cells was subjected to flow cytometry analyses for the percentages of tdTomato^+^ cells as an index of transfection efficiency for normalizing the luciferase signals.

### Western blotting

Antibodies against STAT5 (Cell Signaling), phospho-STAT5 (Tyr-694) (Cell Signaling), and β-tubulin (GeneTex) were purchased. Polyclonal rabbit antibodies against DUSP4 were generated by peptide immunization (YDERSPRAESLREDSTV-C). Lysate preparation, western blotting, antibody hybridization and chemiluminescent reactions were performed with standard protocols. Western blots were visualized and quantified on BioSpectrum Imagining System with Vision-Works LS software (UVP) or with the ImageJ software (ImageJ).

### Immunoprecipitation (IP)

HEK-293T cells were transfected with STAT5 and DUSP4 plasmids and cultured overnight. After incubating in 10 ng/ml hIFNβ and 25 μM pervanadate (Sigma-Aldrich) for 30 m, cells were washed with cold 1X PBS and lysed in SDS-free RIPA buffer (50 mM Tris-HCl, 0.25% sodium deoxycholate, 150 mM NaCl, 0.1% NP-40, 1 mM EDTA) on ice for 30 m. Lysates were pre-cleared by incubating with agarose-G beads (Millipore) at 4°C on a rotating platform for 30 m. A small fraction of the pre-cleared lysates was saved as pre-IP samples, while ~1 mg pre-cleared lysates were incubated with the Anti-Flag M2 affinity gel (Sigma-Aldrich) at 4°C on a rotating platform for 3 h, followed by three 1 m washes with SDS-free RIPA buffer and 10000g centrifugation. The washed gel beads were then added with sample buffer (5X buffer: 250 mM Tris pH6.8, 50% glycerol, 10% SDS, with bromophenol blue) to 1X, boiled for 3 m, and centrifuged at 10000g for 1 m. Supernatants were then collected and analyzed alongside the pre-IP samples by western blotting.

### EAE induction

Mice were immunized with 0.033 ml emulsion of myelin oligodendrocyte glycoprotein 35–55 peptide (1 mg/ml) in complete Freund’s adjuvant (Difco) on three sites (one on midline back and two on lower side-back), as well as two injections of 200 ng pertussis toxin (Sigma-Aldrich) i.p. (one on the same day and one 2 d later). Mice were then monitored daily for signs of encephalitis (0: normal; 1: limp tail or hind limb weakness but not both; 2: limp tail and hind limb weakness; 3 partial hind limb paralysis; 4: complete hind limb paralysis; 5: moribund). It should be noted that no moribund state was reached in our analyses.

### Statistical analyses

In all assays, data were plotted as mean±SEM, with the *p*-values calculated with unpaired or paired two-tailed Student’s *t*-test, or with one-sample *t*-test when the samples were compared with normalized WT controls with a hypothetical value of 1. All statistical analyses were performed by GraphPad Prism software (GraphPad Software). *p*-values larger than 0.05 were either unlabeled or were shown in parenthesis.

## Results

### DUSP4 deficiency enhances resistance to EAE, and alters Th17 and Treg development

Our previous report shows that IL-2 signaling is enhanced in DUSP4-deficient mice [15]. Since the development of Treg cells is positively regulated by IL-2 [18, 19], while exogenous IL-2 suppresses the polarization of Th17 cell [20], we then set out to determine whether the altered IL-2 responses in DUSP4 deficient mice also affected autoimmune responses associated with imbalanced Th development. We first subjected WT and DUSP4^-/-^ mice to the induction of EAE, an autoimmune mouse model of human multiple sclerosis, in which the symptoms are ameliorated by Treg but aggravated by Th17 cells [21–23]. The results indicated that DUSP4^-/-^ mice were associated with enhanced resistance to EAE induction (Fig 1A). The analyses of primary splenocytes showed that the numbers of Th17 cells were only slightly reduced in DUSP4^-/-^ mice (Fig 1B); however, the efficiency of *in vitro* Th17 polarization (iTh17) was significantly reduced in DUSP4^-/-^ CD4 T cells (*p =* 0.001, Fig 1C).

**Fig 1:**
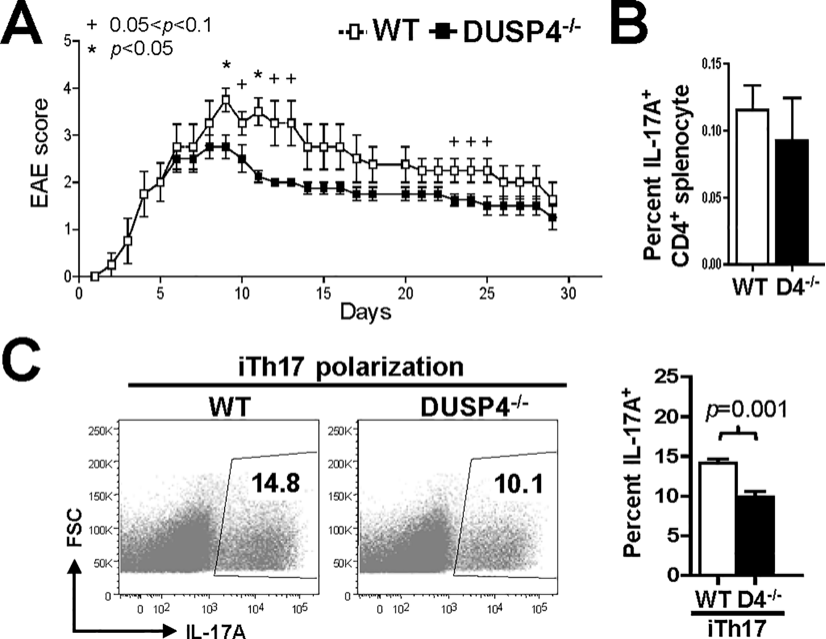
DUSP4 deficiency confers resistance to EAE induction and alters Th17 polarization. (A) Mice of 9–12 wk age were immunized with MOG peptide and diphtheria toxin to induce EAE. The disease scores were recorded daily (*n =* 4). Asterisk, *p*<0.05 between WT and DUSP4^-/-^ mice for the given time point. Plus sign, 0.05<*p*<0.1 between WT and DUSP4^-/-^ mice for the given time point. (B) Splenocytes from 6–12 wk old mice were analyzed by flow cytometry. The percentages of intracellular IL-17A^+^ population in CD4^+^ T cells are shown (*n* = 3). D4^-/-^, DUSP4^-/-^. (C) Naïve CD4 T cells were purified and cultured in iTh17-polarizing conditions for 3 d, followed by flow cytometry analyses. Representative FACS plots (left panels) and statistical analyses results of the percentages of intracellular IL-17A^+^ cells in CD4^+^ populations (right panel) are shown (*n =* 5–6).

In contrast to the small reduction of Th17 *in vivo* (Fig 1B), the splenic Treg population was significantly increased in DUSP4^-/-^ mice (*p* = 0.015, Fig 2A). This result differs from our previous observations [15], and may reflect the difference in the genetic background of DUSP4^-/-^ mice (mixed 129/C57Bl/6 background in the previous report, and clean C57Bl/6 background in this report). Moreover, under Treg-polarizing (iTreg) conditions, DUSP4-deficient CD4 T cells were significantly more efficient than their WT counterparts for the differentiation into FOXP3-GFP^+^ Treg cells (*p* = 0.006, Fig 2B and 2C); under neutral conditions (anti-CD3 and anti-CD28 only), the basal induction of FOXP3-GFP was not affected by DUSP4 deficiency (Fig 2B and 2C). To test whether the altered iTreg polarization was mediated solely through enhanced IL-2 production in DUSP4^-/-^ T cells [15], iTreg polarization was induced in the presence of exogenous IL-2 or IL-2 neutralizing antibodies. The results showed that the addition of exogenous IL-2 failed to nullify the advantages of DUSP4^-/-^ CD4 T cells for Treg differentiation (*p =* 0.048, Fig 2D). In contrast, neutralizing antibodies for IL-2 reduced the efficacy of Treg differentiation in both WT and DUSP4^-/-^ T cells and diminished the difference between WT and DUSP4^-/-^ T cells (*p =* 0.08, Fig 2D). The reduced iTh17 and enhanced iTreg polarization of DUSP4^-/-^ CD4 T cells thus link DUSP4 deficiency with altered Th cell development, and provide a mechanistic explanation for the enhanced resistance to autoimmune encephalitis; results from the exogenous IL-2 and anti-IL-2 antibody treatments further suggest IL-2 signaling, but not IL-2 secretion *per se*, are likely involved in this scenario.

**Fig 2:**
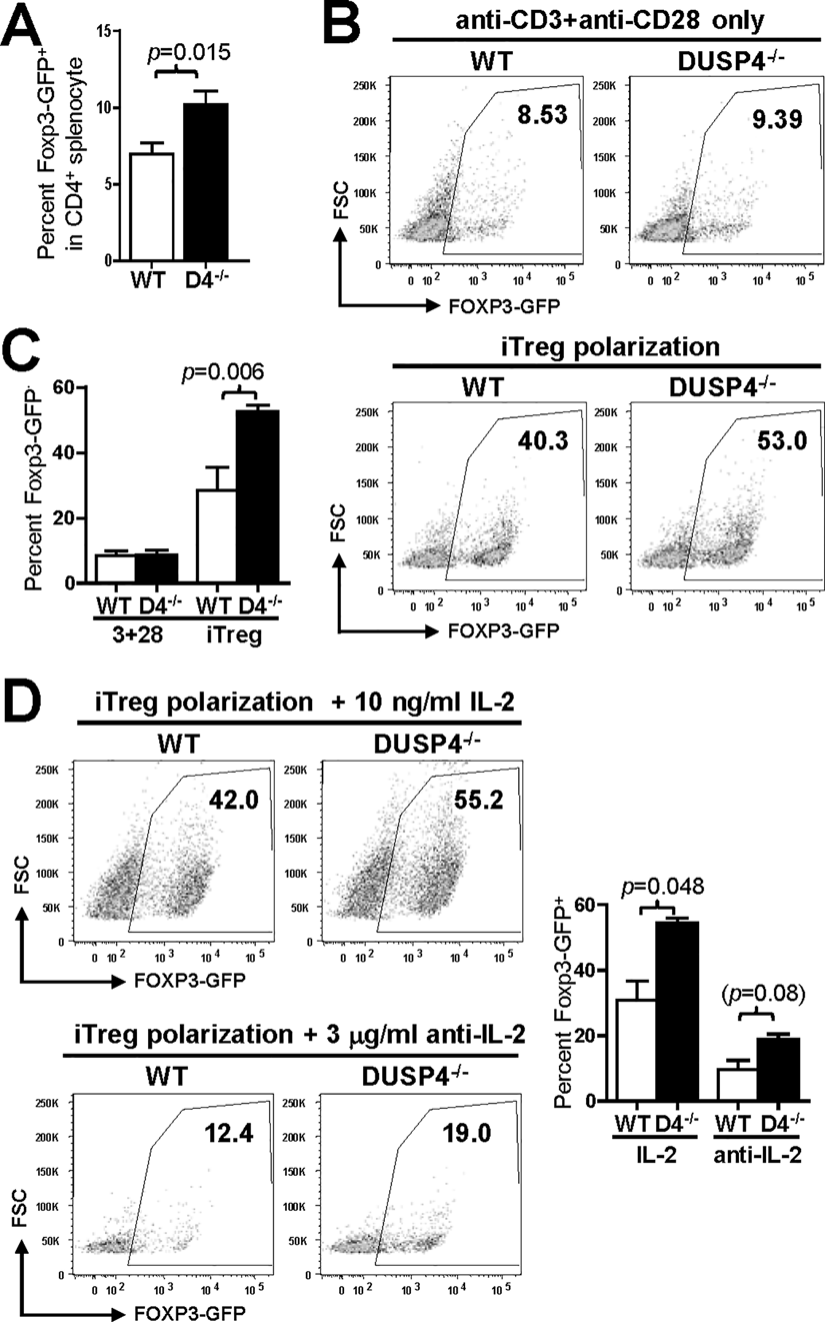
DUSP4 deficiency enhances Treg homeostasis and iTreg polarization. (A) Splenocytes from 6–12 wk old FOXP3-GFP^+^ or DUS4^-/-^:FOXP3-GFP^+^ mice were analyzed by flow cytometry. The percentages of FOXP3-GFP^+^ population in CD4^+^ T cells are shown (*n =* 8–11). D4^-/-^, DUSP4^-/-^. (B-C) Purified naïve CD4 T cells from FOXP3-GFP^+^ mice were cultured with anti-CD3ε+anti-CD28 only (3+28) or under iTreg polarizing conditions (iTreg) for 3 d and analyzed by flow cytometry. Representative FACS plots (panel B) and statistical analyses results of the percentages of FOXP3-GFP^+^ cells in CD4^+^ populations (panel C) are shown (*n =* 3–5). (D) Purified naïve CD4 T cells from FOXP3-GFP^+^ mice were induced for iTreg as in panel B, except with the addition of exogenous IL-2 or IL-2-neutralizing antibodies as indicated. Representative FACS plots (left panels) and statistical analyses results of the percentages of FOXP3-GFP^+^ cells in CD4^+^ T cells (right panel) are shown (*n =* 3).

### The transcription factor activity and protein stability of STAT5 are both negatively regulated by DUSP4

STAT5, downstream of the IL-2 signaling cascade, was reported to be dephosphorylated by DUSP4 [15]. To test whether this dephosphorylation translates into altered STAT5 transcription activity, we performed STAT5 luciferase reporter assays in the presence of either transiently-transduced or tetracycline/doxycycline-inducible (Tet-on) DUSP4. The results showed that the human IFNβ (hIFNβ)-induced STAT5 luciferase reporter activity in HEK-293T cells [47] was significantly suppressed by the co-transfection of DUSP4 when compared with vector only controls (*p =* 0.0001, Fig 3A). Similarly, the addition of tetracycline and the resulting induction of DUSP4 in HEK-293 Tet-on (293-TO-D4-WT) cells also significantly suppressed the luciferase activity from the STAT5 reporter (*p =* 0.003, Fig 3B); hIFNβ-induced STAT5 Y294 phosphorylation and Tet-on DUSP4 expression were validated by western blotting (Fig 3C). These data confirm, as predicted by the DUSP4-mediation STAT5 dephosphorylation in our previous report [15], that DUSP4 negatively regulates the transcription activity of STAT5. Interestingly, when examining DUSP4^-/-^ T cell via western blotting, we found that the steady-state level of STAT5 was increased in DUSP4-deficient T, but not B, cells (Fig 4A). Conversely, the over-expression of DUSP4 reduced the level of STAT5 proteins in HEK-293T cells in transient transfection assays i*n vitro* (Fig 4B); meanwhile, tetracycline-induced WT DUSP4 (293-TO-D4-WT, Fig 4C) but not phosphatase-dead (PD) mutant DUSP4 (293-TO-D4-PD, C284S mutation, Fig 4D) also reduced the level of STAT5 proteins in Tet-on clones. Lastly, qPCR analyses confirmed the induction of DUSP4 mRNA in tetracycline-treated Tet-on clones (Fig 4E) and, most importantly, demonstrated that STAT5 mRNA levels were not significantly altered by DUSP4 over-expression (Fig 4F). Similar STAT5a/STAT5b expression levels were also demonstrated in primary WT and DUSP4^-/-^ T cells in microarray analyses (Figure A in S3 Fig). These observations then raise the possibility that, in addition to dephosphorylating STAT5 [15], DUSP4 may also regulate the activity of STAT5 via post-transcriptional modulation of STAT5 protein stability.

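The arrays behind Figure A in S3 Fig compared splenic T cells of WT and DUSP4-/- mice that were 6 to 8 weeks old, with 3 samples of each genotype. The cells were isolated by MACS, sorting with antibody-coated magnetic beads, and total RNA was extracted directly, with no culture or stimulation. Each sample was hybridized to 1 Affymetrix Mouse Gene 2.0 ST array, on which the probes for a gene are grouped into probe sets. The authors made the values with RMA, which subtracts background, equalizes the distributions of the arrays and summarizes each probe set on the log2 scale. The median over all probe sets lay between 4.99 and 5.07 in the 6 arrays. Cd3e, a chain of the T cell receptor complex, read 11.49 to 11.78. Cd4 read 10.82 to 11.10, Cd8a 10.32 to 10.79 and Cd8b1 10.62 to 11.04 over the 6 arrays. The sample labels name T cells, and the series' design text gives a purity of 90 to 95%. The legend of S3 Fig names naïve T cells and refers to the Materials and Methods, where CD8+ cells are removed. Cd8a and Cd8b1 read far above the median probe set in all 6 arrays, which argues against removal of CD8+ cells from these samples. Xist, the RNA that coats the inactive X chromosome of females, read 10.09 in WT replicate 1 and 10.12 in DUSP4-/- replicate 1 and 3.58 to 3.87 in the other 4 arrays. The sex of the mice is not given in the labels. By Xist, replicate 1 of both genotypes reads as female and replicates 2 and 3 as male. The replicate number thus goes with apparent sex, and SDs and fits without a block include any difference between the sexes. Samples with the same number were taken as the pairs that the legend of S3 Fig mentions. Differences between DUSP4-/- and WT were fitted with limma over the 23521 probe sets that name exactly 1 gene, with p adjusted over all of them, and the brightest probe set stood for each of 22180 genes. The number of arrays limits the precision of every value.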

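Stat5a and Stat5b, the neighbouring genes on chromosome 11 that encode the STAT5 proteins, had nearly the same mean level in the 2 genotypes, while Dusp4 itself was lower in each DUSP4-/- sample than in its WT partner. Stat5a read 7.75 ± 0.51 (SD, n = 3) on the log2 scale in WT T cells and 7.76 ± 0.65 (SD, n = 3) in DUSP4-/- T cells. This is a fold of 1.01 with a 95% confidence interval of 0.577 to 1.76 (adjusted p = 1.00 from limma). The interval was 0.831 to 1.22 with the replicate number as a block in the fit. The log2 differences within the 3 pairs were -0.21, 0.16 and 0.08. The sign of the mean difference turned without WT replicate 1 (-0.22), WT replicate 2 (-0.032), DUSP4-/- replicate 2 (-0.018) or DUSP4-/- replicate 3 (-0.30), and it was -0.0041 after subtraction of the array medians. Fits without 1 sample had no block, so the partner of that sample stayed in and differences between pairs entered. Stat5b read 8.87 ± 0.029 (SD, n = 3) in WT and 8.96 ± 0.085 (SD, n = 3) in DUSP4-/- T cells, a fold of 1.06 with a confidence interval of 0.880 to 1.28 (adjusted p = 1.00 from limma). Each DUSP4-/- array read Stat5b above each WT array (exact two-sided permutation test, p = 0.1, the smallest p that 3 samples against 3 allow). Of the 6 measured members of the STAT family, 3 had a positive and 3 a negative log2 fold change, and none passed the threshold over all genes or adjusted over the list alone. Dusp4, on chromosome 8, read 7.36 ± 0.93 (SD, n = 3) in WT and 6.02 ± 0.85 (SD, n = 3) in DUSP4-/- T cells, a log2 fold change of -1.34 (standard error 0.52, adjusted p = 1.00 from limma). The differences within the pairs were -1.23, -1.44 and -1.35, and their SD of 0.10 was smaller than the spread between mice of 1 genotype. With the replicate number as a block the standard error was 0.097, and the adjusted p from limma was 0.182 over all genes. Adjusted over the 29 measured genes that the paper names, it was 0.468 without the block and 0.000449 with it. Where the probes for Dusp4 lie relative to the deleted part of the gene is not known. From similar STAT5 mRNA levels beside altered levels of STAT5 protein, the paper proposes that DUSP4 may also act on STAT5 protein stability after transcription.

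**Figure D1:**
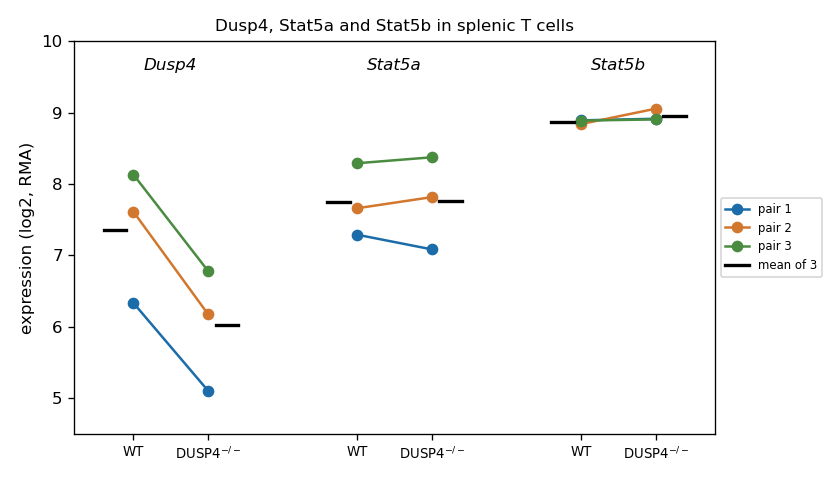
Expression (log2, RMA) of Dusp4, Stat5a and Stat5b in splenic T cells of WT and DUSP4-/- mice. Each point is 1 array, lines join samples with the same replicate number, and black bars are the means of 3. The lines for Dusp4 all fall, by 1.23, 1.44 and 1.35, and those for Stat5a and Stat5b run nearly level.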

**Fig 3:**
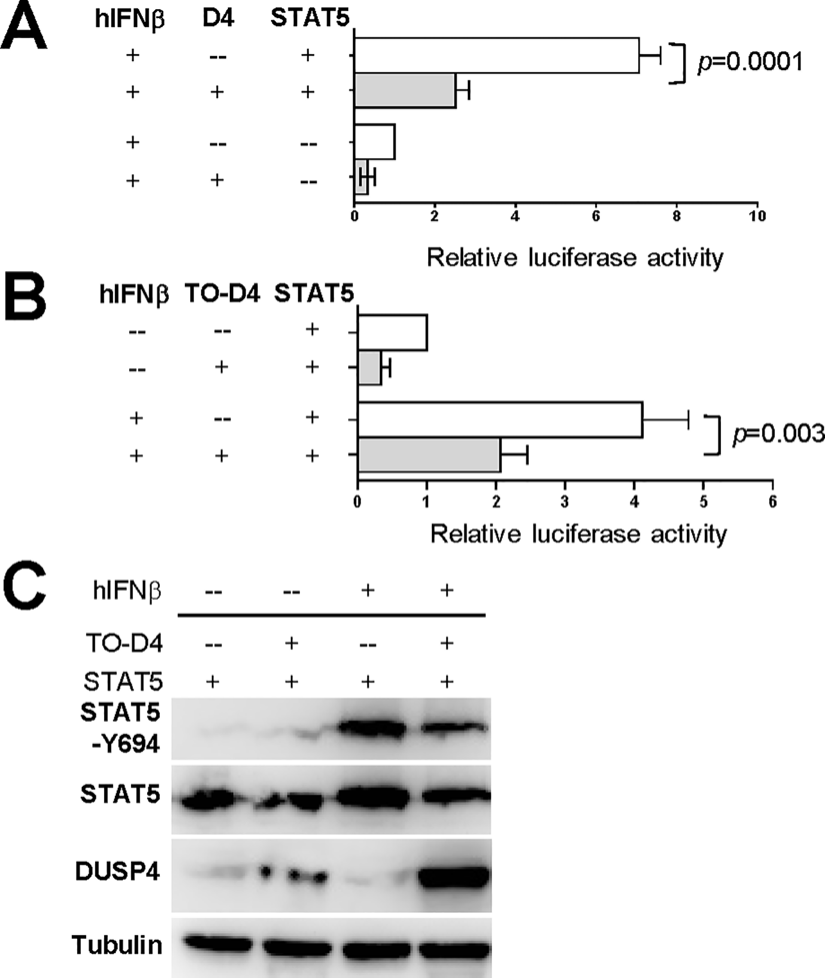
DUSP4 over-expression reduces the transcription factor activity of STAT5. (A) HEK-293T cells were co-transfection with the luciferase reporter, STAT5, DUSP4, and tdTomato as indicated (total DNA amounts across samples were equalized with empty vectors) and cultured for 24 hr, followed by hIFNβ treatment for another 24 hr. Relative luciferase activities were calculated by dividing the luciferase readout with the percentages of tdTomato^+^ cells to compensate for variations in transfection efficiency, followed by normalizing the ratios to untreated WT samples. Results from three independent clones are pooled (*n =* 3). D4, DUSP4. (B) 293-TO-D4-WT clones were transfected with STAT5 and control tdTomato plasmids, treated with tetracycline, and cultured for 24 hr, followed by stimulation with hIFNβ for 24 hr prior to luciferase activity measurement as in panel A. Results from three independent clones are pooled (*n =* 5–6). TO-D4, tetracycline-induced WT DUSP4. (C) Cells were transfected and treated as in B, and were subjected to western blotting analyses. Representative results from three experiments are shown.

**Fig 4:**
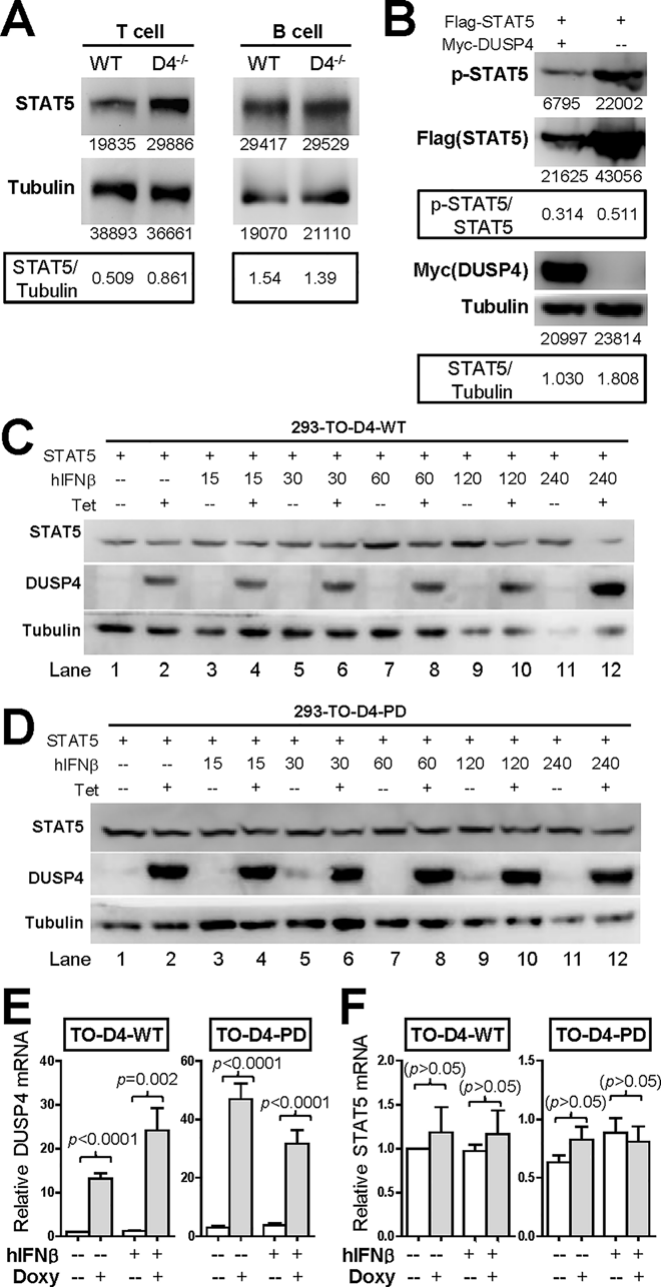
DUSP4 negatively regulates the steady-state levels of STAT5 via its phosphatase activity. (A) MACS-sorted splenic T or B cells were subjected to western blotting analyses. The respective band intensities as well as the STAT5/Tubulin signal ratios are shown. Representative blotting results from four experiments are shown. See also Figure A in S2 Fig. (B) STAT5 and DUSP4 were transiently expressed in HEK-293T cells for 24 hr. Cell lysates were harvested and analyzed by western blotting. The respective band intensities as well as the p-STAT5/STAT5 and STAT5/Tubulin signal ratios are shown. Representative blotting results from three experiments are shown. See also Figure B in S2 Fig p-STAT5, Y694-phosphorylated STAT5. (C) 293-TO-D4-WT clones were transiently transfected with STAT5 and treated with tetracycline for 24 hr. Individual wells were treated with hIFNβ for the indicated time, with all wells harvested simultaneously for western blotting analyses. Representative blotting results from three experiments are shown. Tet, tetracycline. (D) 293-TO-D4-PD clones were similarly transfected with STAT5 and analyzed as in panel C. (E-F). 293-TO-D4-WT (TO-D4-WT) and 293-TO-D4-PD (TO-D4-PD) clones were transfected with WT STAT5 and treated as in panel C except with fixed 4 hr hIFNβ stimulation at the end of the culture period. This was followed by RNA extraction, cDNA synthesis and qPCR analyses to quantify the levels of DUSP4 (panel E) and STAT5 (panel F) mRNA. Relative mRNA levels after compensating for β-actin signals and normalizing to the untreated 293-TO-D4-WT control are shown. Results from two or three independent experiments are pooled (triplicated). Doxy, doxycycline.

To further test this hypothesis, we generated a chimeric ametrine-STAT5 fusion construct (Fig 5A) so that the levels of STAT5 can be directly monitored via the fluorescence intensity of ametrine by flow cytometry. However, prior to testing the effects of DUSP4 on the chimeric protein, we wish to ensure that the prefix of ametrine does not impair the functionality of STAT5. This was supported by western blotting results showing that hIFNβ could induce Y694 phosphorylation of ametrine-STAT5 (compare lane 1 and 3, Fig 5B), and by luciferase reporter assays showing that ametrine-STAT5 could mediate hIFNβ-induced luciferase transcription in 293-TO-D4-WT cells (*p* = 0.09, compare lane 1 and 3, Fig 5C; albeit the induction was slightly less that of WT STAT5 in Fig 3B). Furthermore, this luciferase reporter activity was also slightly reduced by DUSP4 expression (*p* = 0.07, compare lane 3 and 4, Fig 5C) to recapitulate the results from WT STAT5 (Fig 3A and 3B). Finally, ametrine-STAT5 showed similar susceptibilities as WT STAT5 to the DUSP4-mediated protein level modulation (latter results). The ametrine-STAT5 fusion protein thus functions similarly to WT STAT5, and can be used to assess the effects of DUSP4 over-expression on STAT5 protein stability.

**Fig 5:**
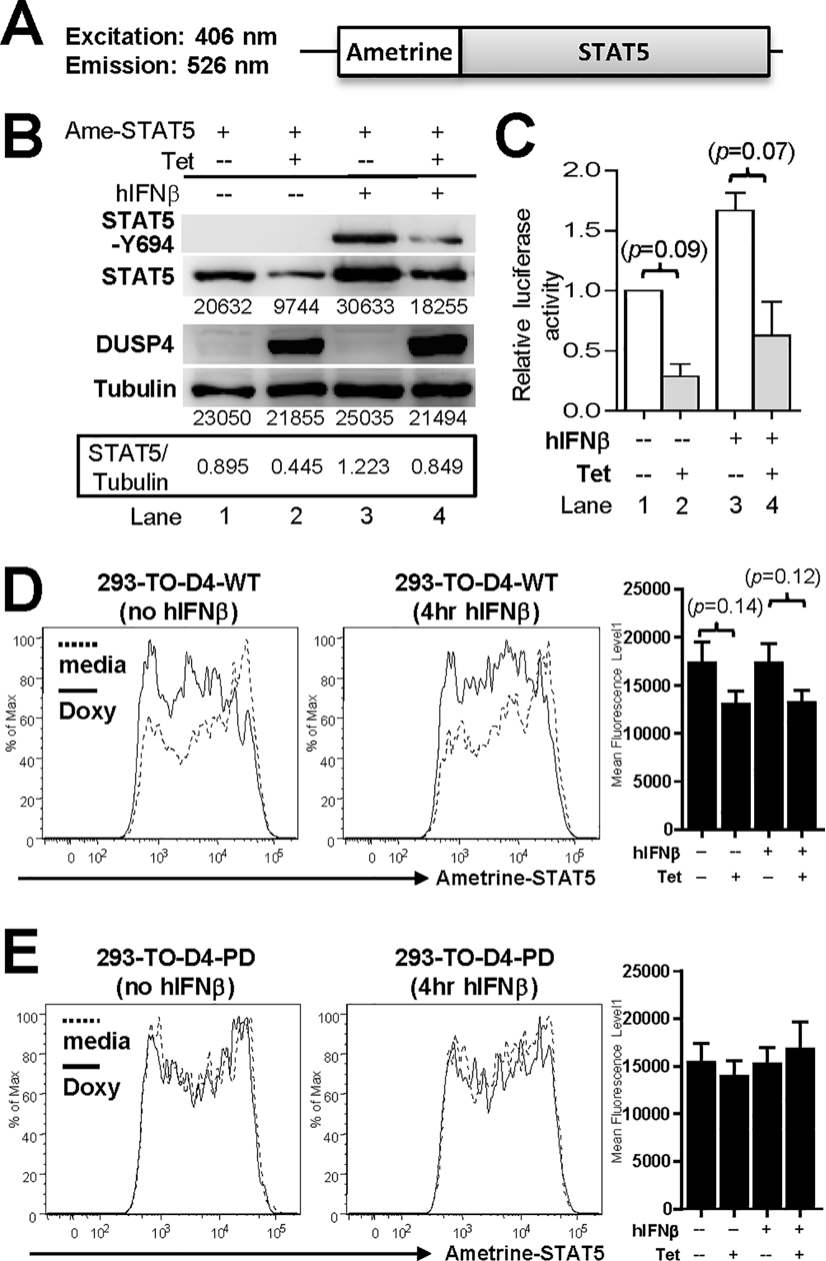
Ametrine-STAT5 fusion protein retains the characteristics of WT STAT5. (A) Schematics of the ametrine-STAT5 fusion protein. Excitation and emission wave-lengths for the ametrine fluorescent protein are also shown. (B) 293-TO-D4-WT clones were transfected with ametrine-STAT5 and treated with tetracycline as indicated for 24 hr, followed by stimulation with hIFNβ for 4 hr prior to lysate collection and western blotting analyses. The respective band intensities as well as the STAT5/Tubulin signal ratios are indicated. Representative results from three experiments are shown. Ame-STAT5, ametrine-STAT5. Tet, tetracycline. (C) 293-TO-D4-WT cells were transfected and treated as in Fig 3A with the addition of luciferase reporter and tdTomato control vectors, and were then analyzed by luciferase reporter assays (*n =* 2–3). (D) 293-TO-D4-WT cells were transfected with ametrine-STAT5 and treated with doxycycline for 24 hr, followed by 4 hr culture with (right panel) or without (left panel) hIFNβ prior to flow cytometry analyses of ametrine-STAT5 levels. Histogram overlays of gated ametrine^+^ cells as well as statistical analyses results of the mean fluorescence levels (right panel) from three independent clones are shown (n = 5). Doxy, doxycycline. (E) 293-TO-D4-PD cells were treated and analyzed as in panel D using three independent clones (n = 5).

Indeed, when DUSP4 was induced by tetracycline, the levels of ametrine-STAT5 fusion protein were decreased in the presence or absence of hIFNβ (compare lane 1 and 2, or lane 3 and 4, Fig 5B). To validate these western blotting results, the same experiments were performed except that the levels of ametrine-STAT5 were monitored by flow cytometry. Flow cytometry analyses on gated ametrine-STAT5^+^ cells showed that the mean fluorescence levels of ametrine were reduced when WT DUSP4 was induced by doxycycline (Fig 5D, left panel)(here doxycycline was chosen over tetracycline due to its lower background fluorescence); the addition of hIFNβ did not significantly alter this reduction (Fig 5D, right panel). That the *p* value failed to reach statistical significance might be attributed to inter-experiment variations resulting from transient ametrine-STAT5 transfections or clonal differences. In contrast, when the same experiments were performed using three independent 293-TO-D4-PD clones, no change in ametrine-STAT5 levels was observed (Fig 5E). Combined with the previous western blotting results (Figs 4C, 4D and 5B), these data suggest that DUSP4 is indeed a negative regulator for the steady-state levels of STAT5 proteins; additionally, this negative regulation requires DUSP4’s phosphatase activity.

### DUSP4 mediates the destabilization of STAT5 via proteasome- and lysosome-independent pathways

Interested in defining the mechanisms for this negative regulation, we resorted to inhibitors of various protein homeostasis pathways, such as cycloheximide (protein translation), MG132 (proteasome-mediated degradation) and chloroquine (lysosome-mediated degradation). However, our initial analyses found that cycloheximide treatment severely reduced the protein level of both WT-DUSP4 (comparing lane 2 and 6, Fig 6A) and PD-DUSP4 (comparing lane 2 and 6, Fig 6B) in Tet-on clones. Meanwhile, MG132 treatment had no significant effect in the absence of cycloheximide (comparing lane 2 and 4, Fig 6A and 6B), but rescued the levels of DUSP4 when cycloheximide was added (comparing lane 6 and 8, Fig 6A and 6B). These observations are in agreement with the reported short half-life of DUSP4 [9], and suggest that DUSP4 protein stability is tightly regulated. More importantly, they also imply that cycloheximide cannot be used to assess the effects of DUSP4 on STAT5 degradation, as cycloheximide may simultaneously reduce (by suppressing STAT5 translation) and enhance (by suppressing DUSP4 translation) the protein level of STAT5. As such, all subsequent assays were performed in the absence of cycloheximide. In addition, DUSP4 Tet-on cells with stable transfections of STAT5 were also generated to bypass potential issues that might arise from the dynamic nature of transient STAT5 transfection. Lastly, GFP-STAT5, instead of ametrine-STAT5 fusion protein, was used to minimize fluorescence spectrum overlaps with tetracycline and doxycycline.

**Fig 6:**
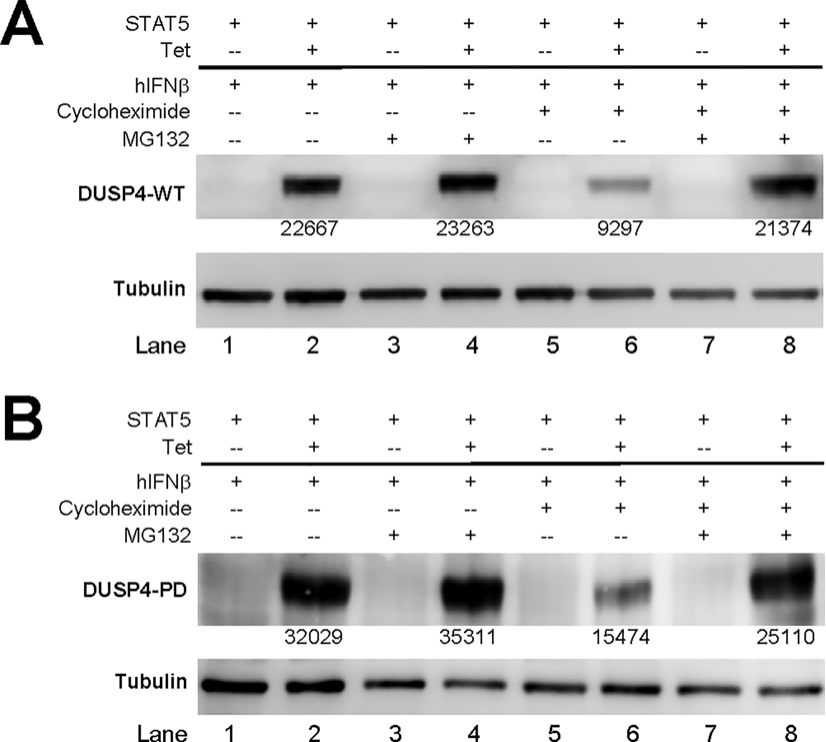
Cycloheximide effectively reduces the level of DUSP4 proteins, while MG132 rescue this reduction. (A) 293-TO-D4-WT clones were transfected, treated, and analyzed by western blotting as in Fig 4C, except with the addition of cycloheximide and MG132 as indicated during the last 6 hr culture period. The respective band intensities are indicated. Representative results from four experiments are shown. (B) 293-TO-D4-PD clones were transfected and analyzed as in panel A. The respective band intensities are indicated. Representative results from three experiments are shown.

Using 293-TO-D4-WT cell lines with stable transfection of GFP-STAT5 (Fig 7A), we then assessed the effects of hIFNβ, MG132, chloroquine and DUSP4 on the steady-state level of GFP-STAT5 *in vitro*. Human IFNβ treatment gradually increased the protein levels of GFP-STAT5 between 4 and 24 hours (*p*<0.05–0.019, Fig 7B). MG132 treatment also increased the levels of GFP-STAT5 (*p* = 0.001, Fig 7C), but chloroquine treatment appeared to have no effect (Fig 7C), suggesting that proteasome but not lysosome was involved in STAT5 protein homeostasis. Lastly, doxycycline treatment and the resulting induction of WT DUSP4 reduced the levels of GFP-STAT5 (*p*<0.001, Fig 7D, top two rows) to again support the DUSP4-mediated destabilization of STAT5. However, simultaneous treatments with MG132 failed to rescue this down-regulation (*p* = 0.001, Fig 7D, bottom two rows). These observations thus suggest that DUSP4 may modulate the protein levels of STAT5 via proteasome- and lysosome-independent pathways.

**Fig 7:**
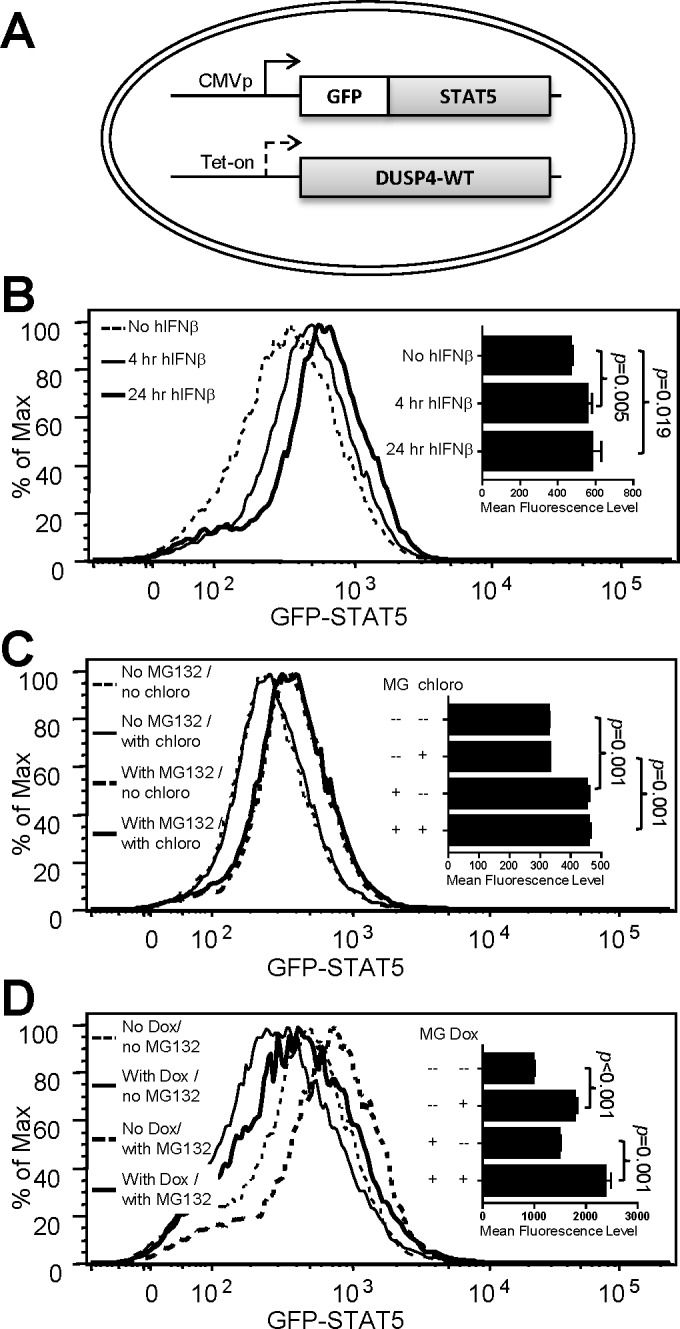
hIFNβ and MG132 increase the steady-state level of STAT5 but fail to suppress DUSP4-mediated STAT5 down-regulation. (A) Schematics of the 293-TO-D4-WT line with stable GFP-STAT5 fusion protein expression. CMVp, CMV promoter. Tet-on, tetracycline-inducible promoter. (B) The cell line in A was treated with hIFNβ for the indicated time, followed by FACS analyses for the steady-state levels of the GFP-STAT5 fusion protein. Representative histogram overlays, as well as statistical analyses results of the mean fluorescence levels (panel insert), from three experiments are shown. (C) Cells were treated and analyzed as in panel B, except with the addition of MG132 (MG) or chloroquine (chloro) treatment as indicated during the last 6 hr of culture period. Representative histogram overlays, as well as statistical analyses results of the mean fluorescence levels (panel insert), from three experiments are shown. (D) Cells were treated and analyzed as in panel B, except with the addition of doxycycline (Dox) (24hr) or MG132 (MG) (6hr) treatments as indicated. Representative histogram overlays, as well as statistical analyses results of the mean fluorescence levels (panel insert), from three experiments are shown. See also Figure C in S2 Fig.

### The coiled coil domain of STAT5 negatively regulates DUSP4-STAT5 interaction and DUSP4-mediated STAT5 destabilization

We have previously demonstrated the interaction between DUSP4 and STAT5 in both primary thymocytes and HEK-293T cells [15]. To gain more mechanistical insights of this interaction, we performed domain-mapping by generating N-terminal- (-N) or C-terminal-truncated mutant DUSP4 (Fig 8A), as well as various deletion mutants of STAT5 by removing individually the oligomerization, coiled-coil, DNA-binding, SH2, and transcription activation domains; in addition, phosphomimic (Tyr to Asp/Glu) or phosphorylation-defective (Tyr to Phe) point mutants at the Y694 phosphorylation site were also generated (Fig 9A). Results from the co-IP experiments indicated that both the N-terminal KIM domain and the C-terminal phosphatase domain of DUSP4 were required for its optimal interaction with STAT5, as the removal of either domain reduced the co-IP efficacy (Fig 8B). In contrast, when tested for their ability to co-IP with DUSP4-PD (DUSP4-PD but not WT DUSP4 was used to avoid potential dephosphorylation and degradation of STAT5), none of the STAT5 deletion mutants exhibited reduced co-IP efficacy (Fig 9B), suggesting that no single STAT5 domain was essential for this STAT5-DUSP4 interaction. In addition, mutations at the Y694 residue also did not alter the strength of DUSP4-STAT5 interaction (Fig 9B), suggesting that Y694 phosphorylation of STAT5 likely does not regulate STAT5’s interaction with DUSP4.

**Fig 8:**
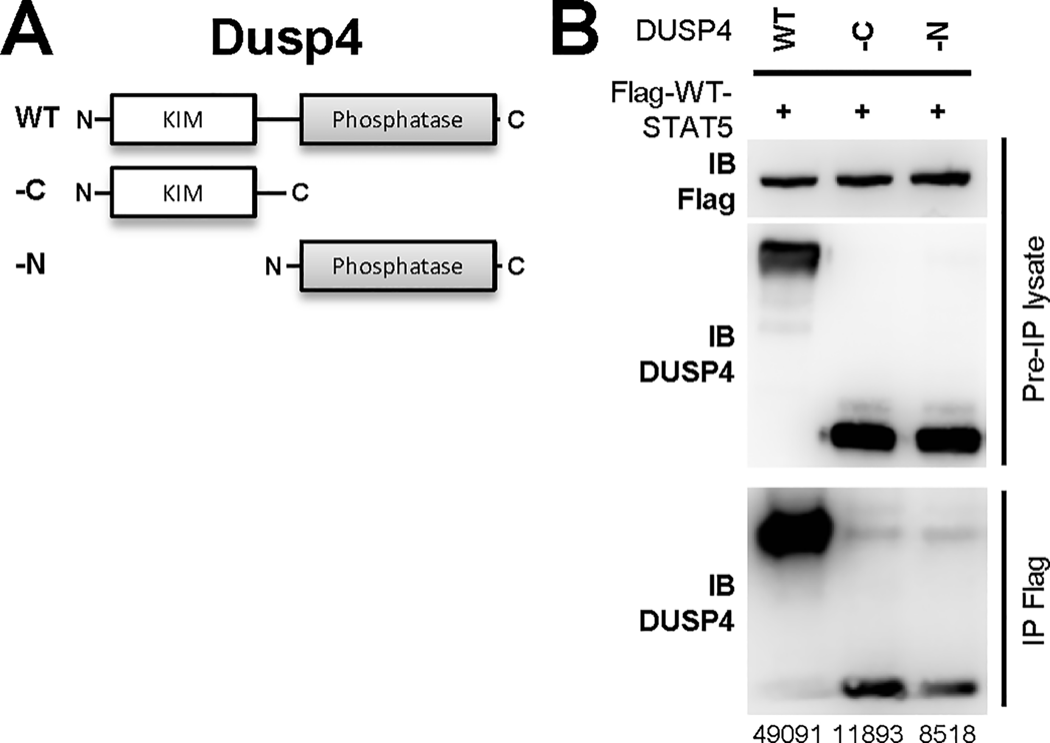
Both the KIM and phosphatase domains of DUSP4 are required for DUSP4’s optimal interaction with STAT5. (A) Schematics of DUSP4 mutants.–N, N-terminal-truncated mutant.–C, C-terminal-truncated mutant. KIM, kinase-interacting motif. (B) HEK-293T cells were co-transfected with WT or mutant DUSP4 and Flag-tagged WT STAT5 constructs for 24 hr, followed by lysate collection and anti-Flag IP. Western blotting results of the pre-IP lysates (top two rows) and the precipitated fractions (IP Flag, bottom row) are shown. The respective band intensities of DUSP4 in IP Flag are indicated. Representative results from two independent experiments are shown.

**Fig 9:**
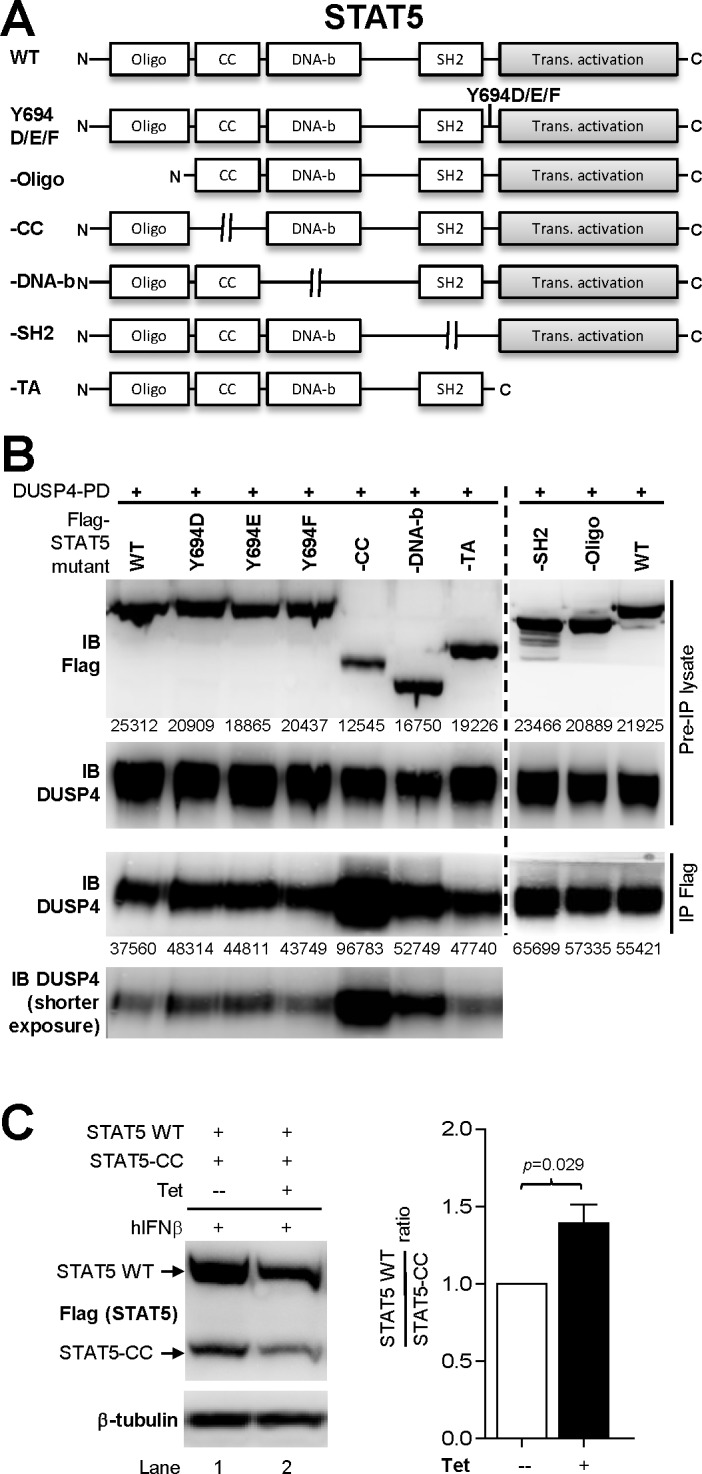
The coiled-coil domain of STAT5 negatively regulates DUPS4-STAT5 interaction strength and DUSP4-mediated STAT5 down-regulations. (A) Schematics of STAT5 mutant constructs. Oligo, oligomerization domain. CC, coiled-coil domain. DNA-b, DNA-binding domain. SH2, SH2 domain. TA/Trans. Activation, transcription activation domain. (B) HEK-293T cells were co-transfected with DUSP4-PD and various Flag-tagged STAT5 constructs for 24 hr, followed by lysate collection and anti-Flag IP. Western blotting results of the pre-IP lysates (top two rows) and the precipitated fractions (IP Flag, bottom row) are shown. The respective band intensities of flag-STAT5 in Pre-IP lysate and DUSP4 in IP Flag are indicated. A shorter exposure of the IB DUSP4 results in the IP Flag fraction is also shown. Representative results from four independent experiments are shown. See also Figure D in S2 Fig. (C) 293-TO-D4-WT clones were co-transfected with WT (STAT5-WT) and coiled-coil domain mutant STAT5 (STAT5-CC) and analyzed as in Fig 9B. Representative blotting results from three independent clones are shown (left panel), as are the ratios of WT STAT5 over coiled-coil domain mutant STAT5 normalized to the no-tetracycline control (*n* = 5, right panel). Tet, tetracycline.

While none of the STAT5 domain deletions abolished the co-IP of STAT5 with DUSP4, the removal of the STAT5 coiled-coil domain actually enhanced the co-IP efficacy (Fig 9B, bottom panel). Moreover, this mutation also reduced the steady-state level of STAT5 proteins in the pre-IP lysates (Fig 9B, top panel), indicating that the STAT5 coiled-coil domain mutant may be more susceptible than WT STAT5 to DUSP4-mediated down-regulations. To test this possibility, we co-transfected WT and coiled-coil domain mutant STAT5 into 293-TO-D4-WT cells, and compared their relative abundance in the presence or absence of tetracycline-induced WT DUSP4. The results showed that, while DUSP4 reduced the levels of both WT and coiled-coil mutant STAT5 (comparing lane 1 and 2, Fig 9C, left panel), band intensities quantifications revealed a ~40% increase in the ratio of WT STAT5 over coiled-coil domain mutant STAT5 upon the induction of DUSP4 (*p* = 0.029, Fig 9C, right panel), suggesting that the STAT5 mutant missing the coiled-coil domain is indeed more susceptible to the down-regulation by DUSP4. Combined with the increased co-IP efficacy using the same construct (Fig 9B), results from the coiled-coil domain mutant STAT5 provide an interesting correlation between the strength of DUSP4-STAT5 interaction and the extent of DUSP4-mediated down-regulations of STAT5, thereby implying that DUSP4 may mediate the reduction of STAT5 via protein-protein interactions.

## Discussion

In this report, we provided unambiguous genetic evidence that DUSP4 deficiency results in enhanced Treg differentiation and reduced Th17 polarization, as well as enhances the resistance to EAE inductions. In other mouse models, deficiency in DUSP4 has been linked with increased susceptibility to *Leishmania major* infections due to reduced Th1 but increased Th2 responses [14]; the deletion of DUSP4 also introduces resistance to LPS-induced sepsis by reducing the secretion of pro-inflammatory cytokines TNF, IL-1, and IL-6 [13]. In retrospect, the increased Treg numbers and the resulting anti-inflammation responses in DUSP4^-/-^ mice could potentially suppress the Th1 response and prevent the clearance of *Leishmania*; they might also inhibit the activation of innate immune cells and reduce the production of pro-inflammatory cytokines [13, 14]. It may thus be of interest to re-evaluate the involvements of altered Treg responses in these two DUSP4^-/-^ animal models, so that possible upstream roles of Treg cells can be assessed.

Although an existing report has associated DUSP4 with human Treg development [48], how DUSP4 may regulate Treg polarization or homeostasis is still unclear. We believe that data in this report provide additional mechanistic insights to DUSP4’s involvements in Treg development: when naïve T cells were stimulated with anti-CD3 and anti-CD28 without exogenous cytokines or antibodies, the basal FOXP3-GFP induction is similar between WT and DUSP4^-/-^ T cells (Fig 2B and 2C); together with our previous results showing normal TCR signaling in DUSP4^-/-^ T cells [15], these data suggest that DUSP4 likely does not regulate Treg differentiation by modulating the TCR signaling strength, a proposed mechanism for Treg differentiation in the thymus (reviewed in [49]). Similarly, while ERK2 is a potential target of DUSP4 [4, 5] and has been reported to suppress the differentiation of Treg cells [50], the unaltered ERK1/2 activation in DUSP4^-/-^ T cells [15] also argues against ERK2 as the mediator of the described Treg phenotypes. 

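Suppressors of cytokine signaling (SOCS) are feedback inhibitors of JAK-STAT signaling whose transcription STAT proteins can induce. In the arrays of WT and DUSP4-/- splenic T cells, none of the 8 members passed an adjusted p of 0.05 from limma over all genes or adjusted over the list alone. Socs3 read 8.02 ± 0.58 (SD, n = 3) on the log2 scale in WT and 7.77 ± 0.87 (SD, n = 3) in DUSP4-/- T cells, a fold of 0.841 with a 95% confidence interval of 0.418 to 1.69. Its log2 differences within the 3 pairs were -0.69, -0.077 and 0.024, so most of the mean came from pair 1. Without DUSP4-/- replicate 1, but with its WT partner still in the fit, the difference was 0.14. Socs1 had a fold of 0.978 with a confidence interval of 0.753 to 1.27. The fold of Socs2 was 0.975 (0.787 to 1.21), of Socs4 0.922 (0.658 to 1.29), of Socs5 0.904 (0.732 to 1.12), of Socs6 0.942 (0.695 to 1.28) and of Socs7 0.940 (0.741 to 1.19). Cish, which encodes a further member induced by STAT5, had a fold of 1.00 (0.530 to 1.91). With the replicate number as a block, the interval of Cish was 0.857 to 1.18 and that of Socs3 0.637 to 1.11. It was 0.830 to 1.15 for Socs1, 0.786 to 1.21 for Socs2 and 0.725 to 1.17 for Socs4. For Socs5 it was 0.752 to 1.09, for Socs6 0.793 to 1.12 and for Socs7 0.754 to 1.17. A 2nd, dimmer probe set for Socs2 had a log2 fold change of 0.31, and one for Socs3 of 0.0048. The log2 fold changes of 7 of the 8 members were below 0, but only that of Socs5 stayed below 0 under every alternative (-0.23 to -0.057). As a group the family had a median log2 fold change of -0.087 and did not pass the threshold (adjusted p = 0.186 from camera, a test of gene sets in limma, and 0.0953 with the replicate number as a block).

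**Figure D2:**
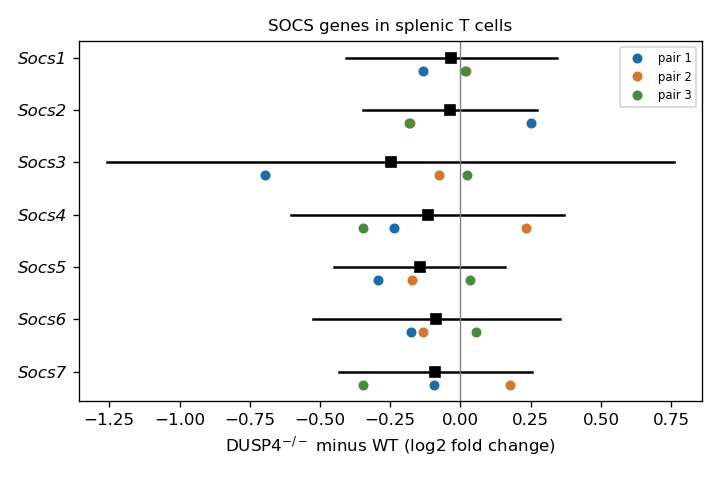
Log2 fold change of Socs1 to Socs7, DUSP4-/- minus WT, in splenic T cells. Squares are the differences of the means of 3 arrays with their 95% confidence intervals from limma without a block. Circles are the 3 pairs. Every interval includes 0, and the widest, of Socs3, runs from -1.26 to 0.76.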

Finally, the expression levels of SOCS family genes are also unaltered by DUSP4 deficiency (Figure A in S3 Fig), and thus rules out an indirect modulation of STAT5 via SOCS proteins. In contrast, our observed effects of DUSP4 on STAT5 phosphorylation ([15] and Fig 4B), STAT5 protein stability (this report), and STAT5 transcription factor activity (this report), together with the reported functions of IL-2 [18, 19] and STAT5 [30, 51] in regulating Treg cell development, support a role of the IL-2/STAT5 signaling pathway for the altered Treg homeostasis in DUSP4^-/-^ mice. Regardless, the potential involvement of IL-2-independent mechanisms, e.g. the ability of DUSP4 to negatively feedback-regulate TGFβ signaling [12, 52], should not be excluded, as our iTreg polarization results showed that the induction of FOXP3-GFP is still slightly better in DUSP4^-/-^ cells even when IL-2 signaling are blocked by neutralizing antibodies (*p* = 0.08, Fig 2D). In summary, although the relative involvements of IL-2/STAT5 and TGFβ in the observed Treg phenotypes await further investigations, our findings in this report help provide the framework for future mechanistic studies on DUSP4’s functions over helper T cell differentiation.

To our knowledge, our report is the first to demonstrate the destabilization of STAT5 via phosphatase-dependent mechanisms. Regarding the pathways involved for this destabilization, it has been shown that MG132 can achieve an effective [43] or marginal [42] blockade of STAT5 degradation. Our data indicate that MG132 treatment can increase the steady-state level of GFP-STAT5 reporter (Fig 7C and 7D), thereby corroborating the involvement of proteasome in the regulation of STAT5 protein stability; however, the same data also clearly show that MG132 failed to prevent STAT5 reduction in the presence of DUSP4 over-expression (Fig 7D). Combined with the observation that chloroquine has no effect at all (Fig 7C), our results imply that this DUSP4-mediated STAT5 destabilization may predominantly utilize proteasome- and lysosome-independent pathways; this possibility is partly supported by an existing report showing that STAT5degradation can be mediated via proteasome-independent pathways [53]. A systematical test of inhibitors of different protein degradation pathways, including the autophagy pathway, may be necessary to uncover the underlying mechanisms.

Our analyses show that the coiled-coil domain of STAT5 negatively regulates the interaction between DUSP4 and STAT5, as the deletion of this domain enhances the efficacy of DUSP4-STAT5 co-IP (Fig 9B). Currently no co-crystal structure is available for DUSP4 and STAT5, making it difficult to surmise the reason behind this enhanced co-IP efficacy. Still, one logical assumption is that the coiled-coil domain, which is exposed on the surface irrespective of STAT5’s phosphorylation status [25, 54], could introduce steric hindrance between DUSP4 and STAT5 to mediate this effect. More importantly, the ability of the coiled coil domain to regulate DUSP4-STAT5 interaction leads us to speculate on a potential function of DUSP4 in controlling the nuclear shuttling of STAT5, as discussed below: an existing report suggests that the coiled-coil domain of STAT5 may contain an unconventional, likely conformational, motif for the nuclear import of STAT5 [26], yet the grafting of STAT5’s coiled-coil domain fails to grant nuclear import capacity to the target protein [40]. One possible explanation for these two seemingly paradoxical findings is that the coiled-coil domain of STAT5 may not directly mediate the nuclear import of STAT5 but, instead, may indirectly prevent its nuclear export via the function of an interacting partner. In this respect, our preliminary data showed that DUSP4-PD (which does not mediate STAT5 dephosphorylation or protein destabilization, but does interact strongly with STAT5) can still down-regulate the transcription factor activity of STAT5 in reporter assays (Figure B in S3 Fig), thereby implying a dephosphorylation- and destabilization-independent form of function modulation for STAT5. These observations therefore lead us to propose a model in which DUSP4-PD (and likely WT DUSP4 as well) suppresses STAT5’s transcription factor activity by binding to STAT5 and mediating its nuclear export; in addition, this DUSP4-STAT5 interaction, and the resulting DUSP4-mediated nuclear export of STAT5, is antagonized by the coiled coil domain. We are currently investigating these hypotheses, and the outcomes of these investigations may add a third dimension to the DUSP4-mediated regulations of STAT5.

Since STAT5 is involved in the signaling of many cytokines [28], one may expect multiple forms of immune dysregulations to be observed in DUSP4^-/-^ mice. However, DUSP4^-/-^ mice did not exhibit clear alteration in the OVA T cell responses or NP-specific antibody production [15]; in addition, DUSP4 deficiency has not been linked with the onset of severe autoimmune or immune-deficient syndromes. We believe that this lack of additional immune phenotypes in DUSP4^-/-^ mice, as well as the relatively slight increase of STAT5 protein levels in DUSP4^-/-^ T cells (Fig 4A), may both be attributed to potential functional redundancies between DUSP4 and related DUSPs. Coming from a fairly large family with 25 members, it is conceivable that different DUSPs may have overlapping functions, a possibility that is supported by a recent report showing that concomitant deletions of DUSP1 and DUSP4 are required for the induction of cardiomyopathy [55]. Along the same line, helper T cell development has also been shown to be controlled in parallel by different DUSPs: results from the over-expression of DUSP5 [56] or DUSP6 [57] show that these DUSPs can change thymocyte signaling thresholds to alter positive selection and the induction of autoimmune T cells; in the periphery, hydrodynamic induction of DUSP5 induces resistance to autoimmune arthritis by altering the Treg/Th17 balance *in vivo* [58]; analyses of gene-deficient mouse models further show that DUSP2 can positively regulate autoimmune arthritis [59], while DUSP10 can enhances the production of Th1/Th2 cytokines [60]. Different DUSPs may thus cooperate to modulate helper T cell homeostasis and functions. In this regard, DUSP4 may have additional roles in immune modulations that can only be revealed when multiple DUSPs are inactivated simultaneously.

## Supporting Information

S1 Fig Flow cytometry gating strategies and validation of cell sorting. (Figure A) Gating strategies for Figs 1B, 1C, 2A, 2B, 2C and 2D. (Figure B) Gating strategies for Figs 5D, 5E, 7B, 7C and 7D. (Figure C) Post-sort flow cytometry analyses of MACS-purified primary naïve CD4 T cells for Treg polarization experiments.
(PDF)

S2 Fig Western blotting and flow cytometry analysis results from independent, duplicate experiments. (Figure A) Two duplicate experiments for Fig 4A showing increased STAT5 protein levels in DUSP4^-/-^ primary T cells. The respective band intensities and the ratio of STAT5/Tubulin signals are shown. D4^-/-^, DUSP4^-/-^. Gradient acrylamide gels (4–15%) were used in the left panel, and allowed the separation of endogenous STAT5a and STAT5b as two distinguished bands. (Figure B) Two duplicate experiments for Fig 4B showing reduced STAT5 phosphorylation and protein levels in HEK-293T cells over-expressing DUSP4. The respective band intensities and the ratio of p-STAT5/STAT5 and STAT5/Tubulin signals are shown. p-STAT5, Y694 phosphorylated STAT5. (Figure C) Two duplicate experiments for Fig 7D showing reduced GFP-STAT5 mean fluorescence levels when Tet-on DUSP4 was induced. MG, MG132 treatment. Dox, doxycycline treatment. (Figure D) Two duplicate experiments for Fig 9B showing enhanced DUSP4-STAT5 co-IP efficacy by deleting the coiled coil domain (-CC). The respective band intensities for pre-IP flag-STAT5 and co-IP DUSP4 are shown. Gradient acrylamide gels (4–15%) were used in the right panel, and allowed the separation of post-translationally-modified forms of DUSP4 as two distinct bands.
(PDF)

S3 Fig Gene expression analyses of SOCS and STAT5a/b in primary T cells, and DUSP4-PD-mediated regulations on the transcription factor activity of STAT5. (Figure A) Microarray analysis results for SOCS and STAT5 mRNA levels in splenic T cells. Naïve T cells were purified by MACS as described in the Materials and Method section. mRNA was extracted with Trizol and validated by Bio-analyzer, followed by hybridization with the Mouse Gene 2.0 ST array chip at the Gene Microarray Core Facility at the NHRI using GeneChip Hybridization oven 640, GeneChip Fluidics Station 450, and GeneChip Scanner 3000. Data analyses were performed with Transcriptome Analysis Console 3.0 (Affymetrix). Fold changes for the mRNA levels of the respective genes, as well as the *p* value from ANOVA analysis, are shown. Results from 3 independent pairs of WT and DUSP4^-/-^ T cells samples are shown (http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE75319). (Figure B) 293-TO-D4-PD clones were transfected, treated and analyzed with luciferase reporter assays as in Fig 3B (*n* = 3).

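Beyond STAT5 and SOCS, no gene on the arrays was higher or lower in DUSP4-/- T cells at an adjusted p under 0.05 from limma among 22180 genes, with or without the replicate number as a block. At an unadjusted p under 0.05, 397 genes were higher and 202 lower without the block, and 821 were higher and 552 lower with it, where chance alone would give 1109 for independent arrays. The 3 arrays of each genotype did not overlap for 1651 genes, or 7.44%, where chance gives 10% for independent arrays and fewer where arrays with the same number are alike. The difference had the same sign in all 3 pairs for 6131 genes, or 27.6%, where chance gives 25%. Of genes brighter than the median probe set with no overlap, the 12 with the largest increases and the 12 with the largest decreases are named here without having passed the test. On the lower side, Gdpd3, which encodes a lysophospholipase D, had a log2 fold change of -2.41 (standard error 0.77), with differences of -0.30, -3.64 and -3.30 in the 3 pairs. It read 5.02 in WT replicate 1, near the 4.60 to 4.96 of the DUSP4-/- arrays, and 8.25 and 8.26 in the other WT arrays. Without WT replicate 1 its log2 fold change was -3.49, and it was the only gene past the threshold (adjusted p = 0.000955 from limma). That call rests on removing the WT array closest to the DUSP4-/- level, and the gene was singled out after its values were seen. Immunoglobulin kappa variable genes followed, a member of the Igkv15 family (-1.20), Igkv8-19 (-1.09) and Igkv8-30 (-0.98). Parp12 (-0.77), Xaf1 (-0.71), Ifi205 (-0.61) and Oas2 (-0.60) are induced by interferon. The others were Zfp420, Asah1, AW046200 and Pde5a, at -0.76 to -0.50. Of these, Asah1 and AW046200 lie on chromosome 8 within 25 Mb of Dusp4. The 12 higher genes were Gsdmcl2, Fhod3, Map3k13, H2-M10.1, Spdl1, Gzmk, Synb, Heyl, H2ac1, Prh1, Hbq1b and Apoa1, with log2 fold changes of 0.43 to 0.61, and they lay only just above the median probe set, at the 50.7th to 60.7th percentile. Il17a, the cytokine of Th17 cells, read 4.11 in WT and 4.75 in DUSP4-/- T cells, below the median probe set, with log2 differences of 0.49, 0.39 and 1.04 in the pairs. Its adjusted p from limma was 0.193 over the genes that the paper names and 1.00 over all genes.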

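Of 34 gene lists fixed before the data were examined, 1 was higher and 6 were lower in DUSP4-/- T cells at an adjusted p under 0.05 from camera with a preset correlation of 0.01 between genes, and none with an estimated correlation. With an estimated correlation camera also judges a list by the few arrays rather than by the many genes, so failing it does not exclude a shift. For STAT5 target genes the estimated correlation was 0.011, near the preset, yet the unadjusted p from camera rose from 0.0052 to 0.051. Genes of the interferon response were lower as a group, with 26 of 28 measured members below WT and a median log2 fold change of -0.25 (adjusted p = 3.51e-11). The antiviral genes Xaf1 (-0.71), Mx1 (-0.70), Oas2 (-0.60) and Mx2 (-0.54) stood first. Their group had an adjusted p = 0.673 with an estimated correlation. Cell cycle genes were higher as a group, 30 of 35, with a median of 0.15 (adjusted p = 0.00671, and 0.911 with an estimated correlation). Kif11 (0.41), Rrm2 (0.38) and Ccna2 (0.36) led this list, whose median was 0.23, 0.29 and -0.058 in pairs 1, 2 and 3. Plasma cell markers were lower, 11 of 12, with a median of -0.23 (adjusted p = 0.000927, and 0.673 with an estimated correlation). Among them, the immunoglobulin joining chain Jchain was at -0.73 and the heavy chain Ighg3 at -1.25. Th1 markers were lower, 12 of 15, with a median of -0.13 (adjusted p = 0.00890, and 0.673 with an estimated correlation). Here the chemokine Ccl3 (-0.89) and the receptor chains Il12rb2 (-0.45) and Il18r1 (-0.35) were below WT in each pair, while Hlx was at 0.34. STAT5 target genes had 19 of 28 members below WT and a median of -0.035 (adjusted p = 0.0294, and 0.673 with an estimated correlation), with -0.088, 0.011 and -0.035 in the pairs. Gzmb (-0.59), Il12rb2, Prf1 (-0.39) and Il18r1 headed it, and each of these also stands in the Th1 or the effector and memory list. Effector and memory T cell genes had 22 of 34 members below WT and a median of -0.055 (adjusted p = 0.0354, and 0.803 with an estimated correlation), with 0.0091, -0.054 and -0.18 in the pairs, Klrk1 at -0.58 and Gzmk at 0.49. Myeloid cell markers moved with these groups, 25 of 30 below WT with a median of -0.20 (adjusted p = 0.000390, and 0.751 with an estimated correlation), but their medians in the pairs were 0.24, -0.12 and -0.58. No member of any of the 7 lists passed when adjusted over the list alone. With the replicate number as a block, 3 Th1 markers (Ccl3, Il12rb2 and Il18r1) and 2 plasma cell markers (Ighg3 and Jchain) were lower adjusted over the list alone, and the immediate early genes, dendritic cell markers and NK cell markers were lower as groups too (adjusted p = 0.0347, 0.0237 and 0.0310 from camera), but not with an estimated correlation (0.803, 0.544 and 0.544). The direction of the immediate early genes depended on which sample was left out, as they were lower without WT replicate 1 (adjusted p = 3.47e-05) or DUSP4-/- replicate 3 (0.00112) and higher without DUSP4-/- replicate 1 (0.00760). Fits without 1 sample had no block, so the partner of that sample stayed in and differences between pairs entered. Within pairs 1, 2 and 3 the medians of the immediate early genes were only -0.16, -0.023 and 0.070. Leaving out WT replicate 3 ended the calls of all but the interferon and Th1 lists, with adjusted p of 0.125 for the cell cycle, 0.0723 for plasma cell markers, 0.357 for STAT5 targets, 0.420 for effector and memory genes and 0.790 for myeloid markers. Leaving out DUSP4-/- replicate 2 ended 5 calls as well. Among them were Th1 markers and STAT5 targets (adjusted p from camera of 0.259 each), the cell cycle (0.341) and effector and memory genes (0.377). Each other array also ended at least 1 of the calls, and only the interferon list stayed past the threshold without each of the 6 arrays in turn.

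**Figure D3:**
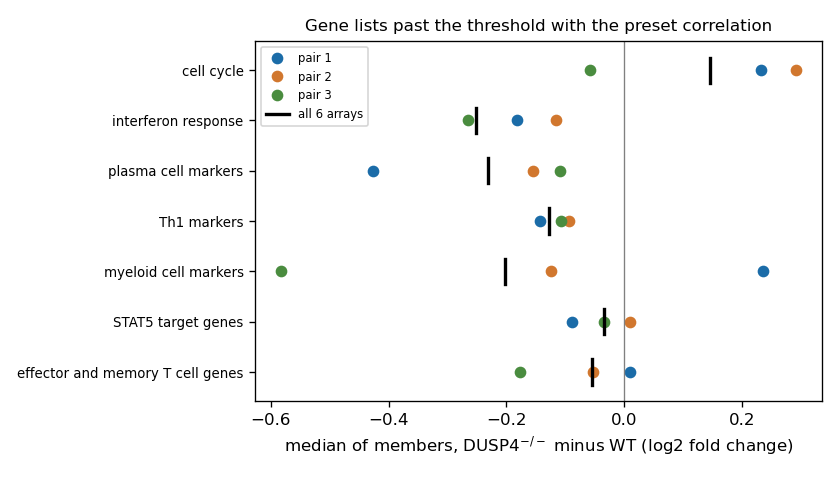
Median log2 fold change, DUSP4-/- minus WT, of the measured members of the 7 gene lists past the threshold with a preset correlation. Circles are the medians in the 3 pairs and bars the medians of the fold changes from all 6 arrays. The interferon, plasma cell and Th1 lists lie below 0 in each pair, while the other 4 change sign between pairs.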

(PDF)

S1 Table Oligonucleotide sequences, their PCR applications, annealing temperatures (Temp), and cycle numbers (Cycle #).

# Supplementary material for: Dual-Specificity Phosphatase 4 Regulates STAT5 Protein Stability and Helper T Cell Polarization*
**Source:** PLoS One. 2015 Dec 28;10(12):e0145880. doi: 10.1371/journal.pone.0145880
**Supplement:** S2 Fig — (Figure A) Two duplicate experiments for Fig 4A showing increased STAT5 protein levels in DUSP4-/- primary T cells. The respective band intensities and the ratio of STAT5/Tubulin signals are shown. D4-/-, DUSP4-/-. Gradient acrylamide gels (4–15%) were used in the left panel, and allowed the separation of endogenous STAT5a and STAT5b as two distinguished bands. (Figure B) Two duplicate experiments for Fig 4B showing reduced STAT5 phosphorylation and protein levels in HEK-293T cells over-expressing DUSP4. The respective band intensities and the ratio of p-STAT5/STAT5 and STAT5/Tubulin signals are shown. p-STAT5, Y694 phosphorylated STAT5. (Figure C) Two duplicate experiments for Fig 7D showing reduced GFP-STAT5 mean fluorescence levels when Tet-on DUSP4 was induced. MG, MG132 treatment. Dox, doxycycline treatment. (Figure D) Two duplicate experiments for Fig 9B showing enhanced DUSP4-STAT5 co-IP efficacy by deleting the coiled coil domain (-CC). The respective band intensities for pre-IP flag-STAT5 and co-IP DUSP4 are shown. Gradient acrylamide gels (4–15%) were used in the right panel, and allowed the separation of post-translationally-modified forms of DUSP4 as two distinct bands.

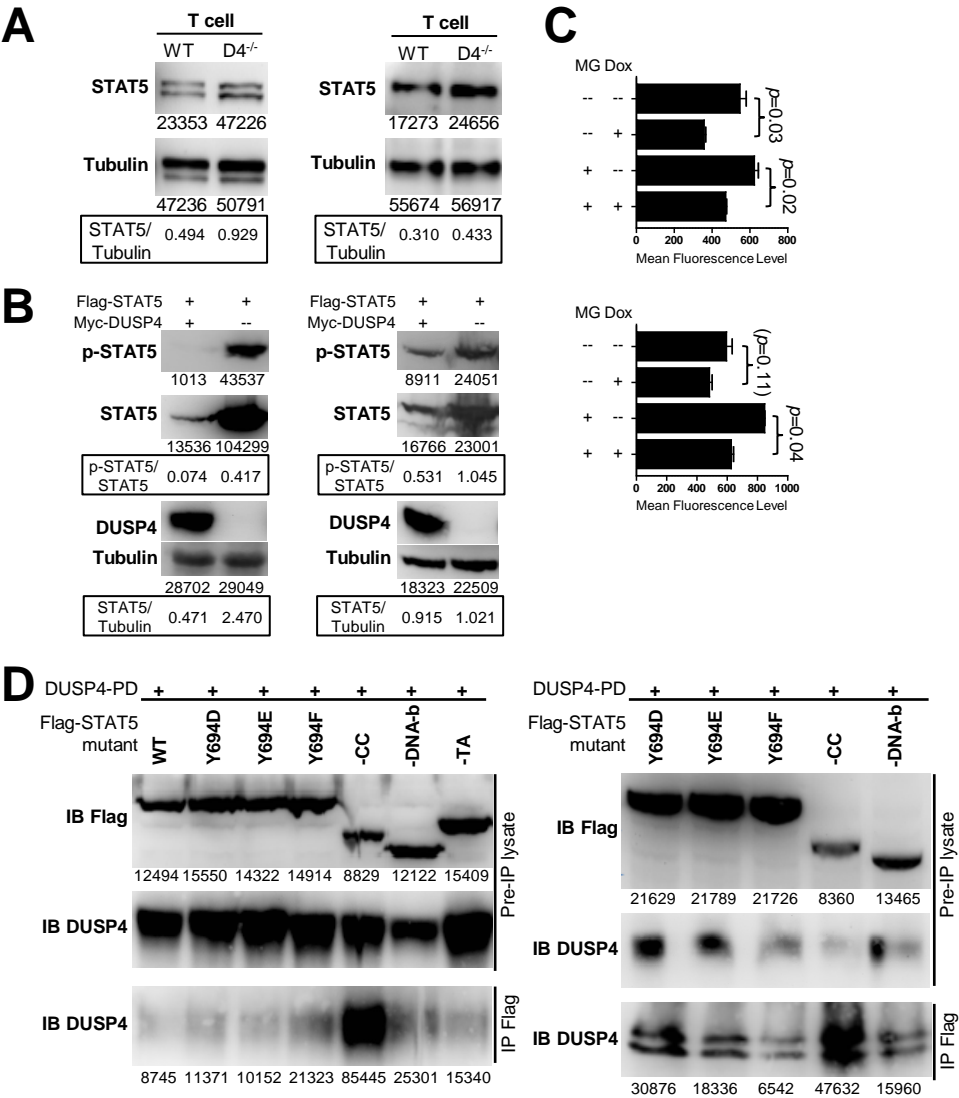

S2 Fig. Western blotting and flow cytometry analysis results from independent, duplicate experiments.

# Supplementary material for: Dual-Specificity Phosphatase 4 Regulates STAT5 Protein Stability and Helper T Cell Polarization*
**Source:** PLoS One. 2015 Dec 28;10(12):e0145880. doi: 10.1371/journal.pone.0145880
**Supplement:** S3 Fig — (Figure A) Microarray analysis results for SOCS and STAT5 mRNA levels in splenic T cells. Naïve T cells were purified by MACS as described in the Materials and Method section. mRNA was extracted with Trizol and validated by Bio-analyzer, followed by hybridization with the Mouse Gene 2.0 ST array chip at the Gene Microarray Core Facility at the NHRI using GeneChip Hybridization oven 640, GeneChip Fluidics Station 450, and GeneChip Scanner 3000. Data analyses were performed with Transcriptome Analysis Console 3.0 (Affymetrix). Fold changes for the mRNA levels of the respective genes, as well as the p value from ANOVA analysis, are shown. Results from 3 independent pairs of WT and DUSP4-/- T cells samples are shown (http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE75319). (Figure B) 293-TO-D4-PD clones were transfected, treated and analyzed with luciferase reporter assays as in Fig 3B (n = 3).

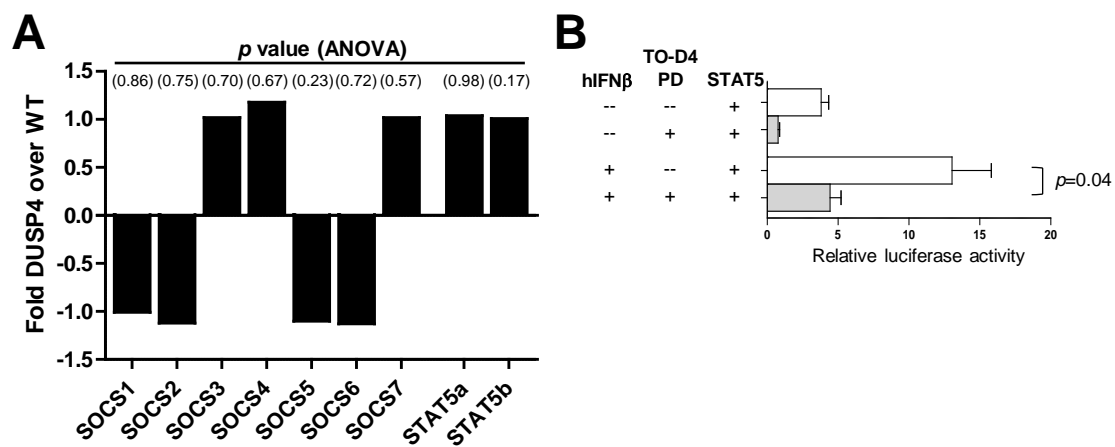

S3 Fig. Gene expression analyses of SOCS and STAT5a/b in primary T cells, and DUSP4-PD-mediated regulations on the transcription factor activity of STAT5.

# Supplementary material for: Dual-Specificity Phosphatase 4 Regulates STAT5 Protein Stability and Helper T Cell Polarization*
**Source:** PLoS One. 2015 Dec 28;10(12):e0145880. doi: 10.1371/journal.pone.0145880
**Supplement:** S1 Table

S4 Table. Oligonucleotide sequences, their PCR applications, annealing temperatures (Temp), and cycle numbers (Cycle #).

Name2	5'-3' sequences	Application	Temp	Cycle #
FOXP3-2, 5'	GTGCTGGACATGTGCATGTGTAGAA	FOXP3-GFP Genotyping	62 °C	28
FOXP3-2, 3'	TTCCAGCTTGGCAAGACTCCTG	FOXP3-GFP Genotyping	62 °C	28
eGFP-3, 3'	AGCTTGTGCCCCAGGATGTTG	FOXP3-GFP Genotyping	62 °C	28
XG164-13,5'	ACCAACCTTGGGATAGGGGAGAGA	DUSP4 Genotyping	62 °C	28
XG164-3,5'	TTTAGGAGCGACGGCCAGGA	DUSP4 Genotyping	62 °C	28
KR-3	GGAAAGGGTAAAGTGGTAGGG	DUSP4 Genotyping	62 °C	28
DUSP4, 5'	GATGGCAACTTCAACTGGGGC	qPCR	55 °C	40
DUSP4, 3'	TTGGATCCAGACAAGCAGCCG	qPCR	55 °C	40
STAT5-8.5'	ACAGCATGTCTGTGCTCCTGGTC	qPCR	55 °C	40
STAT5-8.3'	GTCCCGTCCGGCTTGTTGAT	qPCR	55 °C	40
Actin, 5'	AAGTGTGACGTTGACATCCGTAA	qPCR	55 °C	40
Actin, 3'	TGCCGTTGGTACATGGTGGA	qPCR	55 °C	40
mD4-5,5'+AsiI	GAGGCGATCGCATGGTGACGATGGAGGAAC	General DUSP4 cloning	60 °C	32
mD4-5,3'+MluI	GCGACGCGTACAGCTGGGGGAGGTGGT	General DUSP4 cloning	60 °C	32
mD4-8, 3'+MluI	GCGACGCGTGGACTCATTGGTGCTGGGAGG	-C mutant DUSP4 cloning	60 °C	32
mD4-9, 5'+AsiI+C+ATG	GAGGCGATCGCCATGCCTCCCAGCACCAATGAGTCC	-N mutant DUSP4 cloning	60 °C	32
mD4-4, 5'	CTGGTTCACAGCCAGGCCGG	C284S mutant DUSP4-PD cloning	60 °C	32
STAT5-1, '+AsiI	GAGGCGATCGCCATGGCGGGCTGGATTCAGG	General STAT5 cloning	60 °C	32
STAT5-1, 3'+MluI	GCGACGCGTGGACAGGGAGCTTCTAGCGG	General STAT5 cloning	60 °C	32
STAT5-2, 5'+AsiI+Met	GATGGCAACTTCAACTGGGGC	-oligo mutant STAT5 cloning	60 °C	30
STAT5-3, 5'+OL	GACGCCATCATCTCAGCTCTGGTCACCAGC	-CC mutant STAT5 cloning	60 °C	30
STAT5-2, 3'+OL	GATGATGGCGTCAACCAGGACACC	-CC mutant STAT5 cloning	60 °C	30
STAT5-4, 5'+OL	ACCAGCTGGTTCGACGGGGTGATGGAG	-DNA-b mutant STAT5 cloning	60 °C	30
STAT5-3, 3'+OL	GAACCAGCTGGTGACCAGAGCTGAGATGAT	-DNA-b mutant STAT5 cloning	60 °C	30
STAT5-5, 5'+EcoRV	CGGATATCTCCACAGATGCCGGAGCC	-SH2 mutant STAT5 cloning	62 °C	30
STAT5-4, 3'+EcoRV	CGGATATCCTCCATCACCCCGTCAACCA	-SH2 mutant STAT5 cloning	62 °C	30
STAT5-5, 3'+MluI	GCGACGCGTGGCTCCGGCATCTGTGGA	-TA mutant STAT5 cloning	60 °C	30
STAT5-Y694D-1, 5'	GTTGACGGAGACGTGAAGCCACAG	Y694D mutant STAT5 cloning	60 °C	30
STAT5-Y694D-1, 3'	CTGTGGCTTCACGTCTCCGTCAAC	Y694D mutant STAT5 cloning	60 °C	30
STAT5-Y694E-1, 5'	GTTGACGGAGAAGTGAAGCCACAG	Y694E mutant STAT5 cloning	60 °C	30
STAT5-Y694E-1, 3'	CTGTGGCTTCACTTCTCCGTCAAC	Y694E mutant STAT5 cloning	60 °C	30
STAT5-Y694F-1, 5'	GTTGACGGATTCTGTGAAGCCACAG	Y694F mutant STAT5 cloning	60 °C	30
STAT5-Y694F-1, 3'	CTGTGGCTTCACGAATCCGTCAAC	Y694F mutant STAT5 cloning	60 °C	30
Ametrine-1, 5'+AsiI	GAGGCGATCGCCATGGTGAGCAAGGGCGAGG	Ametrine cloning	62 °C	32
Ametrine-1, 3'+AsiI/x5	GTGAGGCGATCGC+GCCGAGAGTGATCCCGGC	Ametrine cloning	62 °C	32
eGFP_1-5'+AsiI	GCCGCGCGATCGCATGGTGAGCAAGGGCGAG	GFP cloning	62 °C	32
eGFP_1-3'+AsiI	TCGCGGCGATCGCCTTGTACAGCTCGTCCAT	GFP cloning	62 °C	32
Ametrine-1, 5'+AsiI	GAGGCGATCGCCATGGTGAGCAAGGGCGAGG	tdTomato cloning	62 °C	32
tdTomato-1, 3'+RsrII	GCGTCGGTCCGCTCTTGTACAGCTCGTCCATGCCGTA	tdTomato cloning	62 °C	32

How the deposited data were processed for this re-analysis (not part of the article)

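Gene expression was measured in splenic T cells of 3 WT and 3 DUSP4-/- mice on Affymetrix Mouse Gene 2.0 ST arrays, 1 array per sample. The deposited values are log2 expression values that the authors computed with RMA in Affymetrix Expression Console, whose version is not given; RMA corrects background, quantile-normalizes the arrays and summarizes probes per probe set. The legend of S3 Fig names Transcriptome Analysis Console 3.0 and an analysis of variance for the comparison, with no threshold, block or filter. The table holds 41345 probe sets for the 6 samples and no other column. The array medians of 4.99 to 5.07 and a range from 0.46 to 13.22 are those of RMA values. The genome build behind the array annotation that the authors used is not stated, so positions are not printed; gene names and neighbours on a chromosome were taken from GRCm38.p6 by Entrez gene identifier, which 23328 probe sets matched.

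Of the probe sets, 23521 name exactly 1 gene and were tested, 1814 name several genes and 16010 name none in the annotation, and both of the latter groups were left out. For the 1082 genes with more than 1 probe set, the probe set with the highest mean over the 6 arrays was used. Differences, DUSP4-/- minus WT, were fitted with lmFit and eBayes in limma 3.58.1 under R 4.3.3, without a block, and p was adjusted by Benjamini and Hochberg over all tested probe sets with a threshold of 0.05. For single genes of the figure, 95% confidence intervals and exact two-sided permutation tests were added. The 34 gene lists were tested with camera in limma with a preset correlation of 0.01, 1 probe set per gene, and p adjusted over the lists. They cover STAT and SOCS genes, the IL-2 pathway, helper T cell subsets, T cell states, signaling and stress responses, cell cycle and protein degradation, markers of other blood and tissue cells, sex-linked genes and genes that differ between mouse strains. Genes were named by a rule set before the data were examined: every gene that the paper names, the 12 genes per direction with the largest change whose groups did not overlap (filled from genes brighter than the median probe set where too few passed the test, and without predicted genes), up to 4 members of each list with the largest changes, and genes past the threshold near Dusp4. Of the 34 genes the paper names, 29 were analysed, and the others were left out for want of a probe set naming 1 gene alone.

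The sample numbers were checked for pairing. The deviations of samples with the same number from their genotype means had correlations over genes of 0.308 to 0.578, and those of samples with other numbers and the other genotype of -0.436 to 0.103; genes are not independent replicates. Results were therefore also computed with the replicate number as a block. Other alternatives set before the data were examined were leaving out each sample in turn, leaving out probe sets below the median of all probe sets, eBayes with an intensity trend and robust settings, array weights, quantile normalization again, subtraction of array medians, the mean over a gene's probe sets, a gene-by-gene one-way ANOVA, a threshold of 0.1, Tukey's biweight in place of the mean, camera with an estimated correlation, and fry, a rotation test that asks whether the genes of a list move one way without comparing them with other genes. The share of changed genes within 25 Mb of Dusp4 on chromosome 8 was compared with the share elsewhere by Fisher's exact test.

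The procedure was tested on simulated data of the same size, with variances drawn from the distribution that the fit with the block estimated. Changes were set only in genes brighter than the median probe set, 66 to 68 genes per size. Recovery of dimmer genes, or of a lone changed gene, was not simulated. Without the block, limma recovered 90.3% of genes simulated with a log2 change of 2, 22.0% of those with a change of 1 and none of those with a change of 0.5; with the block it recovered 96.3%, 64.2% and 1.03%. The self-made data shifted each gene on its own, so they do not show how camera behaves when the genes of a list vary together. The number of arrays, 3 per genotype, limits the precision of every value.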

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

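The tests on immunoglobulin genes, their bounds and the 5 plasma cell genes used were chosen only after the values were seen, and the count over other splits of the arrays was planned with the real counts known but before any other split was run. The paper shows array results for STAT5 and SOCS genes only, and 7 gene lists that were past the threshold with a preset correlation were singled out by this. The median log2 fold changes, DUSP4-/- minus WT, were -0.25 for the interferon response, 0.15 for the cell cycle, -0.23 for plasma cell markers, -0.13 for Th1 markers, -0.20 for myeloid cell markers, -0.035 for STAT5 target genes and -0.055 for effector and memory T cell genes. The arrays can be split into 3 and 3 in 10 ways, too few for a share under 0.05. The real split called 7 lists, the highest other split 12, and 3 of the 10 splits, the real one included, called at least as many. The real split parts all 3 pairs, and so do 3 others, of which the highest called 3 lists; the remaining 6 leave 2 samples with the same number on 1 side. No list passed with an estimated correlation, and with fry only the Th1 list did (adjusted p = 0.0181 with the replicate number as a block, and 0.982 without it). Camera with an estimated correlation rests on the few arrays, so failing it does not exclude a shift.

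Most immunoglobulin transcripts, chiefly of the kappa light chain, were lower in DUSP4-/- T cell samples. The Methods remove B220+ cells, which takes out B cells, in their sort of CD4 T cells. The levels of Cd8a and Cd8b1 argue against that sort here, so whether B220+ cells were removed from these samples is not known. Of 18 immunoglobulin genes brighter than the median probe set, on 3 chromosomes, 16 were below WT, with a median log2 fold change of -0.74 and medians of -0.95, -0.67 and -0.58 in the pairs (as a list added after seeing the values, adjusted p = 1.26e-13 from camera, 0.615 with an estimated correlation and 0.982 with fry). Most of the 18 are kappa genes on chromosome 6, where all but Igkv4-91 (0.31) were lower, so the median is mainly theirs. The heavy chain genes on chromosome 12 were mixed, Ighg3 at -1.25, Ighm at -0.27, Ighv1-53 at -0.073 and Ighv1-47 at 0.29. Iglv1 on chromosome 16 was at -0.61. Fewer B cells would lower all of their abundant transcripts, but the 22 B cell markers outside the immunoglobulin genes had a median of -0.073, from -0.28 to 0.27, and pair medians of -0.036, -0.026 and -0.13, with Cd79a at 7.97 in WT and 8.02 in DUSP4-/- samples, which argues against it. Fewer plasma cells could not be told apart from a change within such cells. Jchain, Mzb1, Derl3, Tnfrsf17 and Sdc1, 5 genes of the plasma cell list, had a median of -0.33 and pair medians of -0.56, -0.18 and -0.27. The bound in each pair was the same share of that pair's immunoglobulin median as -0.37 is of -0.74. The first pair lay beyond its bound, and the other pairs fell short of theirs. How many of these genes T cells also express was not measured. The genotype may also act on antibody-producing cells directly, which was not tested.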

How the results depend on the processing

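All alternatives in this part were set before the data were examined, except the choice of the genes named after their values were seen. No gene was past the adjusted threshold with the replicate number as a block, without dim probe sets, with an intensity trend, array weights, quantile normalization again, subtracted medians, the mean over probe sets, adjusted one-way ANOVA or a threshold of 0.1. With unadjusted p under 0.05 and a fold of at least 2 there were 2 higher and 3 lower genes. Leaving out 1 sample gave 0 to 1 lower gene (Gdpd3 without WT replicate 1) and no higher one. The block changed no call of a gene or list over all genes or lists other than those given here. Dusp4 was below WT under each of its alternatives, from -1.85 to -0.88. Log2 fold changes that turned sign were Stat5a with subtracted medians (-0.0041), Socs1 with array weights (0.0088) or quantile normalization again (0.0033), Socs2 with the mean over probe sets (0.14), Socs4 and Socs7 with array weights (0.053 and 0.031), Cish with subtracted medians (-0.0081) or the mean over probe sets (-0.025), Foxp3 with subtracted medians (-0.012) and Alox5ap with the mean over probe sets (0.043). Tukey's biweight also turned Socs3 (0.025), Socs4 (0.24) and Socs7 (0.034), and it moved Stat5b to 0.020. Without 1 sample at a time the ranges were Stat5a -0.30 to 0.35, Socs1 -0.15 to 0.092, Socs2 -0.13 to 0.018, Socs3 -0.72 to 0.14, Socs4 -0.23 to 0.091, Socs6 -0.22 to 0.087, Socs7 -0.16 to 0.037, Cish -0.37 to 0.41, Foxp3 -0.16 to 0.19 and Il2ra -0.26 to 0.10. These fits had no block, so the partner of the sample left out stayed in and differences between pairs entered. The differences of Cish within the pairs had an SD of only 0.058.

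For gene lists the value given is the adjusted p. An estimated correlation also makes camera rest on the few arrays, so the end of a call there does not show that correlation alone undid it. The calls of the 7 lists ended with an estimated correlation (STAT5 target genes 0.673, Th1 markers 0.673, effector and memory T cell genes 0.803, interferon response 0.673, cell cycle 0.911, myeloid cell markers 0.751 and plasma cell markers 0.673) and with fry (0.982 for all 7); fry also turned the direction of 6 lists that were not called, dual-specificity phosphatases, Th17 markers, naive T cell genes, TGF-beta signaling, heat shock genes and T cell identity, and of sex-linked genes (0.982 each). The replicate number as a block added calls (immediate early genes 0.0347, dendritic cell markers 0.0237 and NK cell markers 0.0310), which ended with an estimated correlation beside the block (0.803, 0.544 and 0.544), and turned naive T cell genes (0.995) and sex-linked genes (0.703). Leaving out dim probe sets, which tests fewer genes, added calls (NK cell markers 0.000809 and stromal and endothelial markers 0.0375) and turned lists that were not called (Th2 markers 0.905, naive T cell genes 0.880, TGF-beta signaling 0.905, heat shock genes 0.987, neutrophil markers 0.198, erythroid markers 0.601, platelet and megakaryocyte markers 0.950 and sex-linked genes 0.987). Without 1 sample at a time the lowest and highest adjusted p were STAT family 0.452 to 0.992, dual-specificity phosphatases 0.313 to 0.865, STAT5 target genes 0.00373 to 0.357, Treg markers 0.282 to 0.992, Th17 markers 0.446 to 0.998, Th1 markers 0.000179 to 0.313, naive T cell genes 0.662 to 0.936, effector and memory T cell genes 0.000479 to 0.420, immediate early genes 3.47e-05 to 0.924, ERK pathway feedback genes 0.00317 to 0.909, TGF-beta signaling 0.313 to 0.886, cell cycle 1.53e-11 to 0.671, proteasome subunits 0.358 to 0.886, lysosome and autophagy 0.377 to 0.846, heat shock genes 0.0957 to 0.975, T cell identity 0.548 to 0.794, CD8 T cell markers 0.00545 to 0.992, B cell markers 1.04e-06 to 0.533, myeloid cell markers 3.51e-11 to 0.790, neutrophil markers 0.423 to 0.994, dendritic cell markers 0.00422 to 0.490, NK cell markers 0.00176 to 0.773, erythroid markers 0.000986 to 0.975, plasma cell markers 6.17e-07 to 0.0849 and sex-linked genes 0.313 to 0.846. The immediate early genes were called in opposite directions, lower without WT replicate 1 (3.47e-05) or DUSP4-/- replicate 3 (0.00112) and higher without DUSP4-/- replicate 1 (0.00760). The fits without 1 sample had no block, so the partner of that sample stayed in and differences between pairs entered. No cause of these changes was tested. In an arm left with 2 samples, limma pools the spread of both genotypes. Arrays give no depth; the limit is the number of arrays and, for dim genes such as Il17a, a signal near background.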

Differences from the paper's values

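Figure A in S3 Fig gives fold changes as bars, with negative values for lower expression, and prints a p for each gene. For all 9 genes, the p computed here by one-way ANOVA rounds to the printed one. A fold change was taken to differ where its direction was not that of the bar, or where its log2 distance from the bar was larger than the SD between replicates. By this rule 5 genes (Socs1, Socs2, Socs5, Socs6 and Stat5a) did not differ and 4 did, Socs3 and Socs7 in direction alone, at distances of 0.25 and 0.089 against SDs of 0.74 and 0.17, Socs4 in both (0.38 against 0.31), and Stat5b in distance alone (0.085 against 0.063). The bars were read to 1 decimal, which is coarse for directions near 1.0 and for Stat5b. The paper's fold change of Socs3 is about 1.0 in Figure A in S3 Fig, read by eye, and the value here is -1.19. For Socs4 the paper's is about 1.2 in that figure, read by eye, and the value here is -1.08. For Socs7 the paper's is about 1.0 there, read by eye, and the value here is -1.06. For Stat5b the paper's is about 1.0 there, read by eye, and the value here is 1.06. Of the 14 alternatives set before the data were examined that give a fold change, only Tukey's biweight in place of the mean left none of the 9 genes different by this rule, with 1.02 for Socs3, 1.18 for Socs4, 1.02 for Socs7 and 1.01 for Stat5b. By the same rule the difference also closed for Socs3 without WT replicate 3 or without DUSP4-/- replicate 1, for Socs4 without WT replicate 1, without DUSP4-/- replicate 3 or with array weights, for Socs7 without WT replicate 3 or with array weights, and for Stat5b without DUSP4-/- replicate 2. Under the alternatives, some of which cannot change a difference of means, 0 to 6 of the 9 genes differed. Under the alternatives not named for a gene, Socs3 and Socs7 stayed in the other direction and within the SD, Socs4 in the other direction and beyond it, and Stat5b beyond it. These alternatives include quantile normalization again, subtracted medians, the mean over probe sets and the remaining samples left out. They also include the replicate number as a block, dim probe sets left out and an intensity trend with robust settings. The block, the dim filter and the trend cannot change a difference of means in this design. Nor can the mean over probe sets for a gene with 1 probe set. Under those settings the same result was fixed in advance and adds no support.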

Other observations

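The tests on the remaining Dusp4 signal and on unadjusted p around Dusp4 were chosen only after the values were seen, and the count over splits of the arrays with the real counts known but before any other split was run. Foxp3, the transcription factor of Treg cells, read 9.42 in both WT and DUSP4-/- T cells (log2 fold change 0.0034), and Il2ra was at -0.058. The 18 measured genes that the paper names apart from Dusp4, STAT5, SOCS and Il17a had log2 fold changes from -0.15 (Ptpn11) to 0.16 (Il2), and none passed the threshold. The related phosphatases, which the paper proposes as potentially redundant with DUSP4, had 10 of 24 members above and 14 below WT, none past the threshold. The median log2 fold change, with p from camera at the preset correlation, was 0.036 for Treg markers (adjusted p = 0.996), -0.044 for Th17 markers (adjusted p above 0.9), -0.054 for Th2 markers (adjusted p = 0.769), 0.018 for naive T cell genes (adjusted p = 0.991), -0.0028 for T cell identity (adjusted p = 0.882), 0.060 for CD4 T cell markers (adjusted p = 0.690) and -0.076 for CD8 T cell markers (adjusted p = 0.160). Among signaling genes it was -0.011 for dual-specificity phosphatases (adjusted p = 0.938), -0.019 for IL-2 receptor chains, JAK kinases and STAT5 phosphatases (adjusted p = 0.779), -0.051 for immediate early genes (adjusted p = 0.261), -0.068 for ERK pathway feedback genes (adjusted p = 0.306), 0.016 for TGF-beta signaling (adjusted p = 0.963) and -0.025 for STAT family (adjusted p = 0.795).

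Protein degradation and stress genes had medians of 0.029 for proteasome subunits (adjusted p above 0.9), 0.0029 for lysosome and autophagy (adjusted p = 0.690), -0.036 for glucocorticoid response (adjusted p = 0.261) and -0.022 for heat shock genes (adjusted p = 0.960). For markers of other cells and for sex and strain it was -0.094 for B cell markers (adjusted p = 0.166), 0.026 for neutrophil markers (adjusted p = 0.938), -0.060 for dendritic cell markers (adjusted p = 0.119), -0.072 for NK cell markers (adjusted p = 0.119), -0.040 for erythroid markers (adjusted p = 0.852), 0.00098 for platelet and megakaryocyte markers (adjusted p = 0.779), 0.075 for stromal and endothelial markers (adjusted p = 0.186), 0.11 for sex-linked genes (adjusted p = 0.974) and -0.061 for strain and substrain difference genes (adjusted p = 0.198). The mean had the other sign than the median for Th17 markers (0.024) and T cell identity (0.0069), and camera ranked naive T cell genes, TGF-beta signaling, lysosome and autophagy genes and sex-linked genes as lower although their medians were above 0, all far from the threshold. No list named in these paragraphs was past the threshold at the preset correlation without a block. Adjusted over the list alone with the replicate number as a block, 1 CD8 T cell marker was higher (Gzmk) and 1 lower (Klrc2), and 3 NK cell markers were lower (Klrc2, Klrk1 and Prf1).

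Dusp4 kept a signal in the DUSP4-/- arrays, at 5.10, 6.18 and 6.78 on the log2 scale. A flat background signal was tested in 2 ways. A first test, on probe sets of like brightness, was run and set aside because it compared the spread of single samples with noise. In the test that replaced it, at most 3.26% of 1105 olfactory receptor genes read as high as Dusp4 in any DUSP4-/- array. T cells are not known to express these genes, but levels of different probe sets depend on their own affinity, so this test cannot decide. The DUSP4-/- values rose with those of the WT partners, 6.33, 7.61 and 8.13, while the medians of the DUSP4-/- arrays were 5.02 to 5.07. A flat background would read alike in each array, so these values argue against it as the whole signal. A background share of the signal could not be told apart from a transcript. A transcript left by the knockout allele, at 39.5% of the WT signal as the geometric mean of the pairs, could not be told apart from WT cells in the DUSP4-/- samples, since shares of 42.6%, 37.0% and 39.2% in the 3 pairs fit equal admixture as well, and the positions of the probes relative to the deleted part are not known.

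The paper gives these mice a clean C57Bl/6 background and those of its earlier report a mixed one, and DNA of the donor strain may remain beside a targeted gene after backcrossing. None of the 315 genes measured within 25 Mb of Dusp4 passed the adjusted threshold (limma, with or without a block). At an unadjusted p under 0.05, 28 of them, or 8.89%, were changed with the replicate number as a block, against 6.11% elsewhere (Fisher's exact test, two-sided, p = 0.0572), and 12 or 3.81% against 2.64% without it (p = 0.212). Of 416 windows of the same span on other chromosomes, 8.89% held as large a share, so that a trace of donor DNA could not be told apart from chance. These windows overlapped, so they stand for fewer independent regions, and windows with few genes were left out. With the block, the share was 10.2% within 10 Mb (Fisher's exact test, p = 0.102) and 6.85% within 50 Mb (p = 0.484). Asah1 (-0.58) and AW046200 (-0.51), named among the largest decreases, lie within 25 Mb of Dusp4. Whether donor DNA lowered their signal was not tested.

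At the thresholds of an unadjusted p under 0.05 by one-way ANOVA and a fold of at least 2, Vmn2r51 (log2 fold change 1.37) and Gm14925 (1.32) were higher, and Igkv6-23 (-1.66), Pisd-ps3 (-1.42) and a gene of the Igkv15 family (-1.20) were lower. These genes were chosen after their values were seen. The 10 splits of the arrays into 3 and 3 all called 0 genes at the adjusted threshold from limma, the real one included and the highest other being 0; as no split can call fewer than 0, the comparison decides nothing.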
